# Oviposition but Not Sex Allocation Is Associated with Transcriptomic Changes in Females of the Parasitoid Wasp *Nasonia vitripennis*

**DOI:** 10.1534/g3.115.021220

**Published:** 2015-10-27

**Authors:** Nicola Cook, Urmi Trivedi, Bart A. Pannebakker, Mark Blaxter, Michael G. Ritchie, Eran Tauber, Tanya Sneddon, David M. Shuker

**Keywords:** sex allocation, transcriptomics, behavior, gene expression, local mate competition

## Abstract

Linking the evolution of the phenotype to the underlying genotype is a key aim of evolutionary genetics and is crucial to our understanding of how natural selection shapes a trait. Here, we consider the genetic basis of sex allocation behavior in the parasitoid wasp *Nasonia vitripennis* using a transcriptomics approach. Females allocate offspring sex in line with the local mate competition (LMC) theory. Female-biased sex ratios are produced when one or a few females lay eggs on a patch. As the number of females contributing offspring to a patch increases, less female-biased sex ratios are favored. We contrasted the transcriptomic responses of females as they oviposit under conditions known to influence sex allocation: foundress number (a social cue) and the state of the host (parasitized or not). We found that when females encounter other females on a patch or assess host quality with their ovipositors, the resulting changes in sex allocation is not associated with significant changes in whole-body gene expression. We also found that the gene expression changes produced by females as they facultatively allocate sex in response to a host cue and a social cue are very closely correlated. We expanded the list of candidate genes associated with oviposition behavior in *Nasonia*, some of which may be involved in fundamental processes underlying the ability to facultatively allocate sex, including sperm storage and utilization.

Linking the evolution of the phenotype to the underlying genotype remains a key aim of evolutionary genetics. To fully understand how natural selection is shaping a given trait, it is necessary to understand the constraints placed on adaptation at the phenotypic level by the underlying genetic architecture (Sokolowski 2001; Orr 2005). In some cases, one or a relatively few genes have provided a good understanding of the genetic basis of a given behavioral trait. One of the best examples is the rover-sitter polymorphism in the foraging strategy of *Drosophila melanogaster* larvae, which is attributable to two alleles of the *foraging* (*for*) gene and is a cGMP-dependent protein kinase (de Belle and Sokolowski 1987; Osborne *et al.* 1997). However, it has been argued that intensive efforts to explain the genetic basis of quantitative traits by identifying underlying genes have yielded rather little (Travisano and Shaw 2013) and that genomic methods such as QTL analysis may leave important small-effect loci undiscovered (Rockman 2011; Travisano and Shaw 2013). For some behavioral traits, the underlying genetic architecture can be very complex with, for example, epistatic effects and pleiotropy to consider (Orr 2005; Radwan and Babik 2012). These complexities of genetic architecture and the polygenic basis of many traits have led to the suggestion that we should focus on evolutionary processes at the phenotypic level instead (Rockman 2011). However, gene-focused and process-focused approaches could be reconciled by studying the genetic basis of quantitative traits where our understanding of phenotypic evolution is already extensive.

Here, we contrast the transcriptomic responses detected at the level of the whole body for two different behaviors related to sex allocation. Our knowledge of how natural selection shapes sex allocation is perhaps more developed than for any other behavioral trait (West 2009). There is a large body of theoretical literature, from the early works of Düsing and Fisher describing how frequency-dependent selection acts on sex allocation (Fisher 1930; Edwards 2000) to the pioneering work of Hamilton (1967) and Trivers and Willard (1973). There have been many refinements to sex allocation theory since (reviewed by West 2009), including the recent work of Macke *et al.* (2011) that explored the ability of individuals to adjust the sex ratio depending on the environment in which they had evolved.

The parasitoid wasp *Nasonia vitripennis* has been the focus of much research on sex allocation behavior. Females of this species allocate the sex of their offspring in line with the local mate competition (LMC) theory (Hamilton 1967; Werren 1980, 1983), which predicts a female-biased sex ratio when mating occurs between the offspring of one or a small number of females on a patch. Briefly, natural selection favors mothers who bias the sex ratio toward their daughters, thereby minimizing competition among her sons for mates and increasing the number of mates available for those sons (Taylor 1981). As the number of females (foundresses) contributing offspring to a patch increases, less female-biased sex ratios are favored. LMC theory has been extended, using *N. vitripennis* as a model, to incorporate a variety of more complex situations, including when the level of LMC on a patch is asymmetrical between broods (Shuker *et al.* 2005), when females are related to their cofoundresses (Shuker *et al.* 2004) and, from a mechanistic point of view, which cues females use to infer the levels of LMC their sons will experience (King *et al.* 1995; Shuker and West 2004). Moreover, females can rapidly alter their pattern of sex allocation when the environment changes (*e.g.*, when other females arrive on a patch) (Shuker *et al.* 2007). In short, we know a lot about sex allocation behavior in *Nasonia vitripennis* at the phenotypic level but little regarding the genetic basis of the behavior, or about how genetic architecture may constrain the evolution of this trait.

Genetic studies of sex ratio in *Nasonia vitripennis* have been largely quantitative. Early work by Orzack and colleagues demonstrated genetic variation for the ability to facultatively adjust sex ratio in line with theoretical predictions (Orzack and Gladstone 1994). More recently, Pannebakker *et al.* (2008) performed a mutation accumulation study, demonstrating that sex ratio has a mutational heritability of 0.001–0.002. The authors calculated that the genetic variation observed in natural populations of *N. vitripennis* is lower than expected given their mutational parameters, suggesting that other selective pressures may be acting against mutations in sex ratio genes, *i.e.*, sex ratio genes may be pleiotropic and have influence over other fitness-related traits. Building upon this hypothesis, Pannebakker *et al.* (2011) identified quantitative trait loci (QTL) associated with sex ratio, which exhibited some overlap with clutch size QTL. These data suggest that perhaps some of the same genes influence both sex ratio and clutch size and have identified genomic locations for further study.

More recently, patterns of differential gene expression between ovipositing and resting *N. vitripennis* females have been uncovered (Pannebakker *et al.* 2013). In particular, oviposition is associated with focusing gene expression away from certain aspects of metabolism during egg-laying. Of the 332 differentially expressed genes identified, the majority were associated with greater expression in resting females. In that experiment, females were alone when ovipositing (*i.e.*, they were single “foundresses”) or resting. Here, we extend this experiment to test whether facultative sex allocation under LMC also leaves a transcriptomic footprint. We explore whole-body gene expression changes under two sets of environmental cues. These cues are used by females to assess the level of LMC experienced by offspring and therefore to allocate sex (Shuker and West 2004). First, we examine gene expression when females oviposit in the presence of cofoundresses (a “social” LMC cue); second, we examine gene expression when females oviposit on either fresh or parasitized hosts, where the presence of eggs is a “host” cue used to facultatively change sex allocation. We therefore determine whether the same genes are upregulated during oviposition when the cues known to influence sex allocation are also available.

## Materials and Methods

### Study species

*Nasonia vitripennis* (Hymenoptera, Chalcicoidea) is a generalist parasitoid of large dipteran pupae including species of Calliphoridae. Depending on host species, females oviposit between 20 and 50 eggs in an individual host, with male offspring emerging just before females (after approximately 14 d at 25°) (Whiting 1967). Male individuals are brachypterous and are unable to fly, remaining close to the emergence site where they compete with each other for emerging females, including their sisters. Females disperse after mating to locate new hosts.

The focal females used in this experiment were from the AsymC strain. This line was originally isolated in 1986 by curing the wild-type strain LabII of *Wolbachia* and is known to be free of sex-ratio distorters (Gherna *et al.* 1991; Werren 1991). Wasps have been maintained on *Calliphora vomitoria* or *C. vicina* hosts at 25°, 16L:8D light conditions ever since. For some experimental treatments cofoundresses were required. These were taken from the red-eye mutant STDR strain, allowing us to track the offspring of a single AsymC female using eye color. The STDR strain is maintained under conditions identical to the AsymC strain.

Importantly, the genome of the AsymC strain has been sequenced and annotated by the Nasonia Genome Working Group (Werren *et al.* 2010), permitting the direct mapping of transcriptomic data from this experiment onto available genomic resources.

### Experimental design

To control for possible host and other maternal effects, we isolated approximately 450 single (2-d-old, mated) wild-type AsymC females from the mass cultures into individual glass vials and provided each with three hosts. We used females from the resulting F1 generation in the experiment, one female per “grandmother.” These experimental females were then provided with a single host for 24 hr as a pretreatment to facilitate egg development. Pretreatment hosts were discarded and each female was then given a piece of filter paper soaked in honey solution for a further 24 hr.

For the transcriptomics experiment, we used a 2 × 3 factorial experimental design, giving a total of six treatment combinations with N = 70 replicates per treatment combination (total N = 420 experimental females). Females were placed into either of two “foundress number” groups: (i) single foundress or (ii) 10 foundress (*i.e.*, one experimental female plus nine red-eye mutant STDR cofoundresses, which allowed us to follow the sex ratios produced by experimental females). Females were then subdivided into one of three “host treatment” groups, in which females were provided with: (i) no hosts; (ii) three fresh hosts; or (iii) three previously parasitized hosts. Group iii hosts had been parasitized for the preceding 24 hr by individual STDR females. Given that females can rapidly alter their sex ratios as the environment changes (Shuker *et al.* 2007), we tested for genes that will alter their expression rapidly upon exposure to these known sex allocation cues (cofoundress number and preparasitized hosts). After a period of 3 hr (the experiment was run between 0900 and 1200, at 25°, 16L:8D light conditions), AsymC females were placed into 1.5-ml microcentrifuge tubes, flash-frozen in liquid nitrogen, and stored at −80° prior to RNA extraction. STDR cofoundresses were discarded and the hosts were retained in the same temperature and light conditions to allow the offspring to develop and eclose normally.

### RNA extraction

Prior to RNA extraction, experimental females exposed to identical treatment combinations were pooled into groups of 10. This resulted in seven pooled samples for each of the six treatment combinations (*i.e.*, in terms of pooled sample, N = 42). Key tissues for the behaviors being tested are not known; therefore, RNA was isolated from whole bodies using the TRIzol Plus RNA purification kit in conjunction with the PureLink RNA mini kit (Life Technologies, Paisley, UK) according to the manufacturer’s instructions. Optional steps for “On-Column PureLink DNase Treatment During RNA Purification” were followed. Concentration and integrity of RNA samples were checked using a Nanodrop Spectrophotometer (Nanodrop Technologies, Wilmington, DE) and a Bioanalyzer system (Agilent Technologies, Santa Clara, CA).

### Library preparation and sequencing

Total RNA samples were prepared for sequencing using the Illumina TruSeq RNA Sample Prep Kit (Illumina, San Diego, CA) following the Illumina TruSeq Sample Preparation v2 (Low Sample) protocol. Briefly, mRNA molecules were purified from total RNA samples using oligo-dT attached magnetic beads and fragmented using divalent cations at 94°. First strand cDNA synthesis was carried out using reverse transcriptase and random hexamer primers. Second strand synthesis was carried out using RNA polymerase I and RNase H. Overhangs resulting from fragmentation were converted to blunt ends and 3′ ends were subsequently adenylated. Sanger indexing adapters were ligated to the fragments that were then purified and PCR-amplified to create the final cDNA libraries for sequencing. Libraries were sequenced on the HiSeq2000 according to the manufacturer’s instructions. Raw sequence reads are available from the Gene Expression Omnibus database at NCBI (Accession: GSE74241).

### Mapping, filtering, and annotation of sequence reads

Reads were aligned to *Nasonia* Official Gene Set version 2 (OGS2, January 2012, http://arthropods.eugenes.org/EvidentialGene/nasonia/genes/) using GSNAP software v2013-02-05. Reads that mapped ambiguously, *i.e.*, to more than one feature, were discarded. Annotation and Gene Ontology information were obtained from the annotation for OGS2 generated by the *Nasonia* Genome Working Group (http://www.hymenopteragenome.org/nasonia/?q=evidential_gene_data). Read counts per sample were obtained using HTseq version 0.5.4p1 using “intersection-strict” mode, whereby the whole read must map to a single transcript to be counted.

In terms of the dataset, we initially obtained 1,296,283,832 reads, of which 95.75% (1,241,156,436) mapped uniquely to OGS2 (see Supporting Information, Table S1 for individual library mapping statistics). 

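Table S1 gives these figures for libraries numbered 1 to 42. The paper's percentage of uniquely mapped reads lay between 94.55 and 96.79% in all libraries but 2, and at 82.65% in library 22 (10 foundress, no host) and 90.21% in library 25 (single foundress, no host). Its percentage of duplicate reads ran from 9.88 to 49.11%, with the highest value in library 22. The deposited counts hold 12.55% of the reads mapped uniquely over all libraries.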

Because of the “intersection-strict” mode applied to HTSeq, some of the reads that map ambiguously to a gene were removed and we were left with 155,799,857 reads that mapped to 20,388 genes. Transcripts present at extremely low abundance are a common source of noise in this type of study. Therefore, genes with less than 100 reads across all 42 samples were excluded from further analysis (*i.e.*, a mean of less than three reads per replicate). 

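In the deposited counts this filter left out 8158 genes, which carried few reads each, while the genes that were kept had a median of 2344 reads over the libraries. Every gene of the file had at least 1 read in 1 library, so none was listed at 0 throughout.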

Removing these very low abundance transcripts left us with 155,652,340 reads from 12,230 genes for the analysis of differential expression (*i.e.*, this last step removed 40.01% of the genes but only 0.09% of the reads).

### Statistical analysis

Tests for differential expression were carried out using DESeq (version 1.12.1) (Anders and Huber 2010) implemented in the R environment (version 3.0.2, R Core Team 2013). As a first processing step, effective library size was estimated using robust regression. These size factors were then used to bring raw read counts per gene to a common scale (normalization). DESeq tests for differential expression within a generalized linear model framework using the negative binomial error distribution to model transcript abundance. Given the 2 × 3 factorial design of this experiment, we made use of the generalized linear model framework to determine which genes were significantly differentially expressed as a result of either of the main effects (foundress number and host type), and also to explore any interaction between the main effects. When there was significant differential expression in association with a main effect, follow-up pairwise tests were performed in DESeq to explore differences between treatment groups. The significance of differential expression is estimated for each gene and then corrected for multiple comparisons using the Benjamini and Hochberg (1995) false discovery rate (FDR) adjustment. Genes were considered to be differentially expressed if, after FDR adjustment, *P* < 0.05.

Correlations in expression changes between host treatment groups were examined using linear regression implemented in the R environment (version 3.0.2, R Core Team 2013).

### Enrichment analysis

Enrichment analysis of Gene Ontology (GO) terms was carried out to determine whether groups of differentially expressed genes are associated with any particular function(s). The analysis was performed using the Blast2GO suite (Conesa *et al.* 2005). The package uses Fisher’s exact test to detect annotation differences between two sets of sequences and corrects for multiple testing using FDR (Benjamini and Hochberg 1995). Groups of differentially expressed genes were compared to *Nasonia* Official Gene Set version 2 to determine whether these groups contained an overrepresentation of any GO terms.

### Data availability

Table S1 contains the mapping statistics for each of the 42 sequenced libraries. Table S2 contains a list of all genes differentially expressed in association with the main effect “host treatment”. Table S3 contains a list of all genes differentially expressed between host treatment A (no hosts) and host treatment B (fresh hosts). Table S4 contains a list of all genes differentially expressed between host treatment A (no hosts) and host treatment C (preparasitised hosts). 

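Tables S3 and S4 give a log2 fold change for each listed gene. The deposited counts were divided by median-of-ratios size factors, averaged over the libraries of each host treatment, and set as the log2 ratio of the means. These ratios lay within 0.00455 of the paper's log2 fold changes in Table S3 and within 0.00737 in Table S4, so each listed value is a ratio of mean normalized counts.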

Table S5 contains a list of all the genes differentially expressed in response to oviposition in both this study and the study carried out by Pannenbakker *et al.* (2013). Table S6 contains a list of genes differentially expressed in association with host treatment that reside within an oviposition QTL significant at the genome-wide level (Pannebakker *et al.* 2011). Table S7 contains a list of genes differentially expressed in response to host treatment that are also differentially expressed in *N. vitripennis* females in response to bacterial infection (Sackton *et al.* 2013). File S1 shows the methods used to carry out additional statistical analysis using only genes know to be differentially expressed in the head of *N. vitripennis* females based on Hoedjes *et al.* 2015). Gene expression data are available at GEO with the accession number: GSE74241.

## Results

Oviposition, *i.e.*, the presence or absence of a host, led to significant changes in gene expression, whereas cues associated with sex allocation did not. 

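The data behind these comparisons are counts of RNA-seq reads per gene in 42 libraries, 7 for each of the 6 combinations of foundress number and host treatment. Each library was made from the whole bodies of 10 pooled *N. vitripennis* females of the AsymC strain, frozen 3 hr after they were given no host, fresh hosts or hosts that another female had parasitized for the preceding 24 hr, with 3 hosts per female by the paper and 1 by the series record. In the 10 foundress groups each female shared the patch with 9 red-eye cofoundresses, which were not sequenced. The authors aligned the reads to the genes of OGS2 with GSNAP, discarded reads that mapped to more than 1 feature, and counted the rest with HTSeq; the deposited values are these counts before the filter on low abundance. Genes with near-identical paralogs lose shared reads at that step, so their counts are uncertain, and intervals from counts would cover counting error only. The depth was 1534379 to 6330864 counted reads per library, with a median of 3708082.5. In single foundress libraries the lowest, median and highest depths were 1829647, 3313428 and 5886688 reads with no host, 1805765, 4008195 and 6275568 with fresh hosts, and 1534379, 3272971 and 4617274 with previously parasitized hosts. In 10 foundress libraries they were 2686347, 3592088 and 4707026 reads with no host, 3142100, 3720397 and 6178659 with fresh hosts, and 2795362, 3924646 and 6330864 with previously parasitized hosts. Here the counts were normalized by the trimmed mean of M values (TMM), and each gene was tested with the quasi-likelihood test of edgeR in a model with foundress number and host treatment, in place of the DESeq tests of the study. A gene is called differentially expressed at an adjusted p under 0.05 (Benjamini and Hochberg) over the genes that pass the paper's filter. Replicate libraries of a group differed by more than sampling noise (chi-square per degree of freedom of at least 3.76 in every pair), so no library was a copy of another in its group. Gene descriptions are those of the study's supporting tables, which describe 966 genes, 7.9% of the genes tested. Nearly all of these were listed because the study called them on these same samples, so the counts given for described gene groups are not independent evidence of a group's direction.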

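The facilitated trehalose transporter Tret1 (Nasvi2EG010419), which carries the main blood sugar of insects, averaged 40.2 ± 22.6 normalized counts in the 14 libraries with no host (SD), 340.2 ± 130.0 in 14 with fresh hosts and 352 ± 189.5 in 14 with previously parasitized hosts, a log2 fold change of 3.09 for both host groups against no host (standard error 0.28, adjusted p = 6.18e-12, edgeR). A peritrophic matrix protein (Nasvi2EG001372), part of the lining of the insect midgut, was higher by a log2 fold change of 3.07 (standard error 0.20, adjusted p = 3.10e-16, edgeR), and Vanin protein 2 (Nasvi2EG000156) by 3.04 (standard error 0.30, adjusted p = 7.32e-11, edgeR). The mitochondrial carnitine/acylcarnitine carrier (Nasvi2EG007475), which brings fatty acids into mitochondria, was lower, with a log2 fold change of -1.88 (standard error 0.11, adjusted p = 3.20e-17, edgeR). Lower too were a pyrimidine-specific ribonucleoside hydrolase (Nasvi2EG021413, log2 fold change -2.27, standard error 0.16) and a gene described as testicular acid phosphatase (Nasvi2EG000723, log2 fold change -1.92, standard error 0.17). For each of these genes, all 28 libraries with hosts lay on the same side of the mean of the no host libraries. In all, 3314 of 12230 genes were called for both host groups together against no host, 1373 higher and 1941 lower with hosts (edgeR). Among the genes called in the same direction against no host in each host group, 382 were more than 2-fold higher and 152 more than 2-fold lower. With DESeq's first rule for the spread, which takes the larger of a gene's own dispersion and the fitted trend (the larger-dispersion rule), 2052 genes were called, 1073 of them higher.

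**Figure D1:**
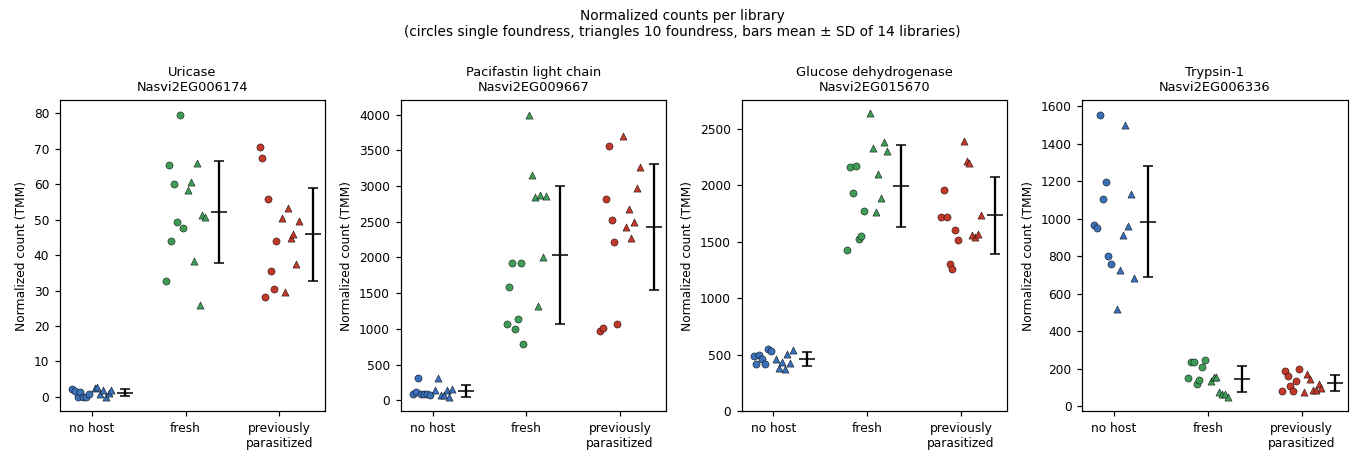
Normalized counts (vertical axis, TMM) of uricase, a pacifastin light chain, a glucose dehydrogenase and a trypsin-1 gene in each library, by host treatment (horizontal axis), with circles for single foundress and triangles for 10 foundress libraries, and bars for the mean and SD of 14 libraries. Uricase lay between 0 and 2.73 in the libraries with no host and between 25.9 and 79.7 in those with hosts, while the trypsin-1 gene lay between 519.9 and 1556 with no host and between 50.1 and 244.8 with hosts.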

In fact, facultative sex allocation cues were not associated with any differential expression in female *N*. *vitripennis* at the whole-body level.

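Vitellogenin (Nasvi2EG010627), the yolk protein precursor, averaged 100.0 ± 59.7 normalized counts in 21 single foundress libraries (SD) and 89.3 ± 49.4 in 21 libraries of 10 foundress females, a log2 fold change of -0.042 (standard error 0.17, adjusted p = 0.963, edgeR). *doublesex* (Nasvi2EG010980), a transcription factor of sex differentiation, averaged 351 ± 139 and 394 ± 189 in the same groups (log2 fold change 0.12, standard error 0.15, adjusted p = 0.848, edgeR). Between previously parasitized and fresh hosts the log2 fold change was 0.067 for vitellogenin (standard error 0.20) and -0.35 for *doublesex* (standard error 0.18), each at an adjusted p = 0.999 (edgeR). None of these differences passed the test.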

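Among the described genes, histones and most genes of the cell cycle and mitosis were lower in females given hosts, and genes of ribosome biogenesis were higher. All 26 genes described as histones, the proteins that package DNA, were lower with hosts, also when adjusted over the list alone. Their log2 fold changes ran from -1.32 to -0.60 for both host groups against no host. The mRNA was purified with oligo-dT, so histone transcripts without a poly(A) tail would be largely missed in these counts. Histone H2B.3 (Nasvi2EG000770) had a log2 fold change of -1.32 (standard error 0.20, adjusted p = 9.69e-07, edgeR) and histone H1 (Nasvi2EG008673) one of -0.84 (standard error 0.12, adjusted p = 5.73e-07, edgeR). Of 20 genes of the cell cycle and mitosis, 17 were lower and 3 higher (the same counts adjusted over the list alone), among them g2/mitotic-specific cyclin-B3 (Nasvi2EG014042, log2 fold change -0.96, standard error 0.11) and kinesin 6A (Nasvi2EG012364, log2 fold change -0.66, standard error 0.081). All 9 genes of ribosome biogenesis were higher, and 9 when adjusted over the list alone, such as Myb-binding protein 1A (Nasvi2EG000121, log2 fold change 0.94, standard error 0.074) and RRP5 (Nasvi2EG026029, log2 fold change 0.62, standard error 0.068). These lists hold only genes that the study chose to describe from the same samples, so their counts are not independent evidence. The test of host treatment with 3 levels called 2542 genes (edgeR), against 1445 by the larger-dispersion rule and 4174 by limma with voom and quality weights. Libraries 22, 25 and 34, all with no host, stood apart from the others, and 2269 genes were called without them, an alternative chosen after seeing the data.

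**Figure D2:**
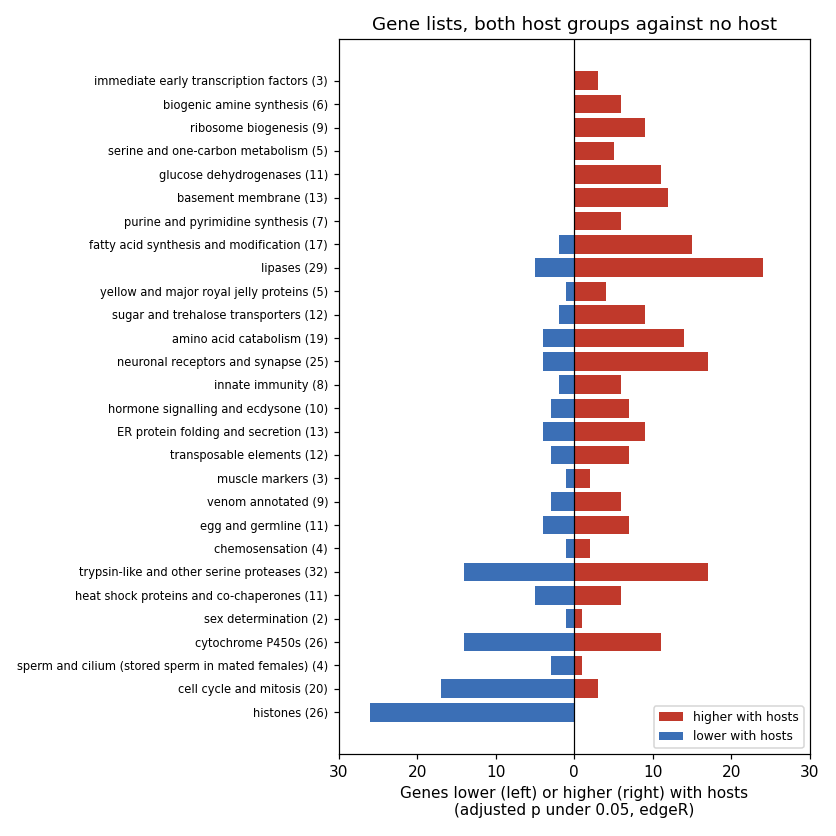
Number of genes called higher (right) or lower (left) with hosts against no host in each of 28 lists of described genes, with the number of genes measured in brackets. All 26 histones lie to the left, and all 9 genes of ribosome biogenesis and all 11 glucose dehydrogenases lie to the right.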

From a total of 12,230 genes tested, 1359 were differentially expressed in association with the main effect “host treatment” at FDR of *P* < 0.05 (see Figure 1 and Table S2). These differentially expressed genes represent 18,188,035 reads out of a total of 155,652,340, or 11.69% of the total transcriptome. Of these 1359, 28 had total normalized read counts in excess of 100,000 across experimental replicates (Table 1). 

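Abundant genes called for host treatment include enzymes of serine and glucose synthesis. Genes for D-3-phosphoglycerate dehydrogenase (Nasvi2EG018266), the first enzyme of serine synthesis, and phosphoenolpyruvate carboxykinase (Nasvi2EG018994), an enzyme of glucose synthesis, had 477208 and 298565 reads over all libraries. An undescribed gene outside the study's tables (Nasvi2EG034405) had 941677 reads, and it and 4 other undescribed genes held 44.38% of the reads of library 22 and 18.63% of those of library 25, both with no host. These 5 genes were called lower with hosts over all libraries, and without libraries 22 and 25 none of them passed the test (adjusted p from 0.0570 to 0.207, edgeR). The genes called for host treatment held 37063515 reads, or 23.81% of the reads of the tested genes, with an SD of 5.93 percentage points between the 42 libraries. By the larger-dispersion rule the share was 14.24%.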

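The abundant genes of Table 1 include enzymes of the pentose phosphate pathway and purine synthesis, proteases and chaperones. 6-phosphogluconate dehydrogenase (Nasvi2EG013799), of the pentose phosphate pathway, was higher with hosts (log2 fold change 0.50, standard error 0.097, adjusted p = 0.000101, edgeR), as was multifunctional protein ADE2 (Nasvi2EG002768), of purine synthesis (log2 fold change 0.55, standard error 0.15, adjusted p = 0.00512, edgeR). A cytochrome P450 9e2 (Nasvi2EG001276) was lower (log2 fold change -0.78, standard error 0.092), as was nuclear protein 1 (Nasvi2EG006840, log2 fold change -0.85, standard error 0.11). All 28 genes of Table 1 exceeded 100000 counts over the libraries, here normalized by median-of-ratios size factors and not by TMM. The study chose this list on these samples, so its counts are not independent evidence. For both host groups against no host 16 of the 28 genes were higher and 12 lower, also when adjusted over the list alone. For the main effect of host treatment 27 of them were called, while cytoplasmic actin 1 (Nasvi2EG014261) had an adjusted p = 0.101 (edgeR), with 22 of 28 libraries with hosts above the mean of no host. Of 235 tested genes over that limit, 54 were called for host treatment, and 36 by the larger-dispersion rule.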

Importantly, the main effect of host treatment was entirely associated with differences between “no host” and the two other host treatments (Figure 1). In addition, a strong correlation was observed between the expression changes for all 12,230 genes in females ovipositing on fresh hosts (relative to resting females) and females ovipositing on parasitized hosts (relative to resting females) (R^2^ = 0.85, *P* < 0.001) (Figure 2). 

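A protease described as putative cathepsin L (Nasvi2EG013831) averaged 10575 ± 1341 normalized counts with no host (SD, n = 14 libraries). With fresh hosts it averaged 6453 ± 1040.3 (n = 14) and with previously parasitized hosts 6191 ± 628 (n = 14). Its log2 fold change between the host groups was -0.058 (standard error 0.081, adjusted p = 0.999, edgeR). A gene described as ankyrin 2,3/unc44 (Nasvi2EG006008) averaged 4185 ± 1052, 2204 ± 829.9 and 1996 ± 315 in the same order, with a log2 fold change of -0.14 between the host groups (standard error 0.13, adjusted p = 0.999, edgeR). Of the genes called for host treatment, 2540 lay on the same side of no host in females given fresh and previously parasitized hosts, which are compared with the same 14 no host libraries. Over all tested genes 86.7% lay on the same side, against a median of 66.9% in simulated counts without differences, and 71.6% when each host group was given 7 no host libraries of its own, against 49.9% in simulated counts divided in the same way. None of these genes (0) was called between previously parasitized and fresh hosts by edgeR, DESeq2, limma or the larger-dispersion rule, and 111 were at an unadjusted p under 0.05 (edgeR).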

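Genes described as chymotrypsin and trypsin and an enzyme of glucose synthesis differed from resting females with either kind of host. Chymotrypsin-1 (Nasvi2EG009869), a serine protease, had a log2 fold change of 2.62 with fresh hosts (standard error 0.15) and 2.59 with previously parasitized hosts (standard error 0.15). For phosphoenolpyruvate carboxykinase the values were 1.33 (standard error 0.20) and 1.55 (standard error 0.21), and for a trypsin-1 gene (Nasvi2EG006336) -2.81 (standard error 0.20) and -2.99 (standard error 0.20). Among genes with larger changes, the undescribed Nasvi2EG003094 had 5.00 with fresh hosts (standard error 0.56) and 3.85 with previously parasitized hosts (standard error 0.61), and Nasvi2EG003092 4.18 (standard error 0.51) and 3.00 (standard error 0.54). Across the 12230 genes, which are not independent replicates, the log2 ratios of mean normalized counts had a Pearson r of 0.922 and an R2 of 0.850, with a slope of 0.825. Both responses are taken against the same no host libraries, and simulated counts in which no gene differed between groups gave a mean r of 0.514. The covariance was 0.265, against 0.0331 in the simulated counts, a difference of 0.232.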

Pair-wise analyses revealed that in females ovipositing on fresh hosts, 1170 genes (844 of which were upregulated) were differentially expressed relative to the control group (FDR *P* < 0.05) (Table S3). 

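Genes that split, build and modify lipids differed between females with fresh hosts and resting females. A lipase (Nasvi2EG020499) averaged 31.2 ± 16.3 normalized counts with no host and 218 ± 61.3 with fresh hosts (SD, n = 14 libraries each), a log2 fold change of 2.82 (standard error 0.17, adjusted p = 7.90e-17, edgeR). Phospholipase A2 1 (Nasvi2EG024168) was higher by 1.90 on the log2 scale (standard error 0.15, adjusted p = 1.31e-13, edgeR), and lipase 3 (Nasvi2EG009087) was lower, at -1.34 (standard error 0.10, adjusted p = 5.13e-14, edgeR). Fatty acid synthase (Nasvi2EG009530), which builds fatty acids from acetyl and malonyl units, had a log2 fold change of 1.23 (standard error 0.11), acyl-CoA Delta(11) desaturase (Nasvi2EG009166) one of 1.08 (standard error 0.11) and fatty acyl-CoA reductase 1 (Nasvi2EG015692) one of -1.05 (standard error 0.085). For both host groups against no host, 24 of 29 lipases were higher and 5 lower, and 15 of 17 genes of fatty acid synthesis and modification were higher and 2 lower, with the same counts when adjusted over the list alone. The lists come from the study's own calls on these samples and are not independent evidence. With fresh hosts 2918 genes were called, 1295 higher and 1623 lower (edgeR). The larger-dispersion rule called 1691, with 985 higher and 706 lower, without library 34, chosen after seeing the data, 1443 were higher and 1403 lower, and limma with voom and quality weights called 4458.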

When ovipositing on previously parasitized hosts, 822 genes (540 of which were upregulated) were differentially expressed relative to the control group (FDR *P* < 0.05) (Table S4).

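With previously parasitized hosts all 5 genes of serine and one-carbon metabolism were higher than in resting females, and of 19 genes listed as amino acid catabolism 12 were higher, 4 lower and 3 did not pass the test (edgeR). The latter list also holds uricase, of purine breakdown, a pair of hydroxyacid oxidases, and pyrroline-5-carboxylate reductase, of proline synthesis. Bifunctional methylenetetrahydrofolate dehydrogenase (Nasvi2EG002428), which passes on carbon units bound to folate, averaged 75.9 ± 12.9 normalized counts with no host and 387 ± 75.2 with previously parasitized hosts (SD, n = 14 libraries each), a log2 fold change of 2.36 (standard error 0.12, adjusted p = 1.79e-19, edgeR). Phosphoserine phosphatase (Nasvi2EG004026), the last enzyme of serine synthesis, was higher by 2.21 on the log2 scale (standard error 0.16, adjusted p = 8.54e-15, edgeR), and S-adenosylmethionine synthase (Nasvi2EG013945) by 1.46 (standard error 0.19, adjusted p = 6.86e-08, edgeR). Kynurenine/alpha-aminoadipate aminotransferase (Nasvi2EG012210) and cystathionine gamma-lyase (Nasvi2EG007048), enzymes of amino acid breakdown, had log2 fold changes of 1.73 (standard error 0.17) and 1.11 (standard error 0.12). All 5 of the first list were higher for both host groups against no host, and 5 when adjusted over the list alone. Of the second, 14 were higher, 4 lower and 1 did not pass the test in that comparison, with 15 higher and 4 lower when adjusted over the list alone, and neither list is independent evidence since the study chose the described genes on these samples. With previously parasitized hosts 2369 genes were called, 980 higher and 1389 lower (edgeR), against 1257 by the larger-dispersion rule, 687 higher and 570 lower, and 3818 by limma with voom and quality weights. Without library 34, chosen after seeing the data, 1261 were higher and 1237 lower, so which direction holds more genes turns with the setting. Of the called genes, 871 were higher and 1168 lower in both comparisons with no host, and 0 were called in opposite directions. The comparisons share their 14 no host libraries, and when each was given 7 of its own, the medians over 20 random divisions were 463.5 genes higher and 517 lower in both.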

**Figure 1:**
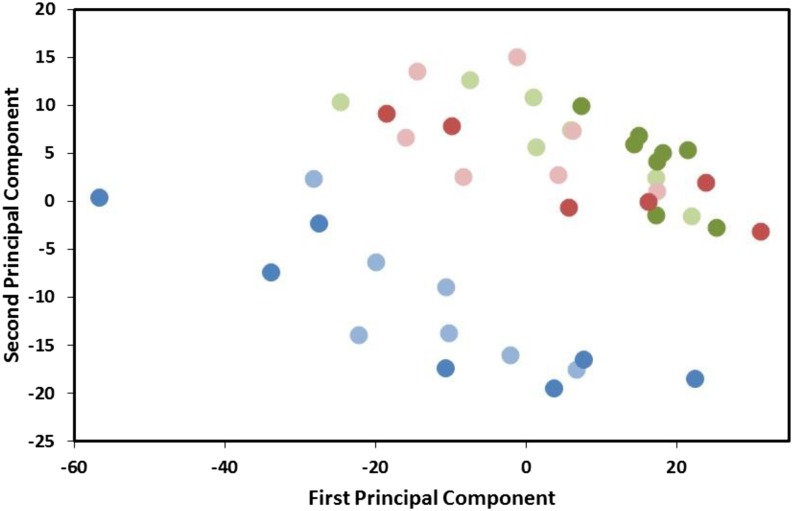
PCA plot. The 42 samples from the RNA-seq study shown in two dimensions by their first two principal components. Blue dots represent samples from the “no host” treatments, green dots represent those from the “fresh host” group, and red dots represent those from the “previously parasitized” treatments. Paler dots represent samples from “single foundress” treatments and darker dots represent samples from “10 foundress” treatments. Samples cluster entirely on the basis of presence (all blue dots) or absence (red and green dots) of a host.

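The libraries with and without hosts parted mainly along component 4 of the log2 CPM values over all 12230 genes, which held 8.93% of the variance. There the mean score was -22.7 ± 13.8 for the 14 libraries with no host (SD) and 11.4 ± 11.7 for the 28 libraries with hosts (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). On the first component, with 32.2% of the variance, the means were -21.6 ± 48.1 and 10.8 ± 28.3 (two-sided permutation test, p = 0.00695), and on the second, with 14.8%, the test did not pass (p = 0.163 in the same permutation test). On the second component it did pass with genes scaled to unit variance (permutation p = 0.0447) and with the 500 most variable genes (permutation p = 1e-05, the smallest that 100000 resamples can give). Without libraries 22, 25 and 34, an alternative chosen after seeing the data, the difference on the first component was no longer past the test (permutation p = 0.0567). In the plane of the first and second components the straight line that best parted the groups left 10 libraries on the wrong side. With the 500 most variable genes alone, these components held 49.1 and 12.5% of the variance, and a line parted the groups with 0 libraries on the wrong side. Single foundress and 10 foundress libraries did not pass the test on any of the first 4 components over all libraries and genes, with permutation p from 0.0883 to 0.883, while on the first component they did without library 34 (permutation p = 0.0218) and without libraries 22, 25 and 34 (permutation p = 0.0323), both chosen after seeing the data, and on the third with the 500 most variable genes (permutation p = 0.0186).

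**Figure D3:**
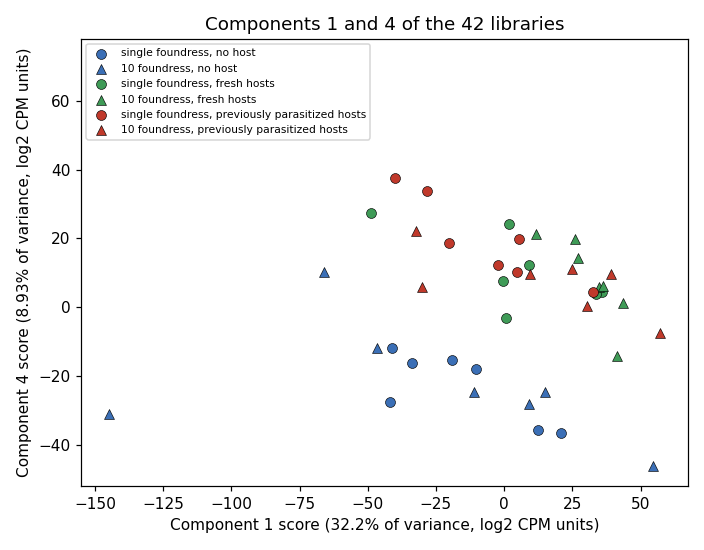
Scores of the 42 libraries on the principal components 1 (horizontal axis) and 4 (vertical axis) in log2 CPM units, coloured by host treatment, with circles for single foundress and triangles for 10 foundress libraries. Of the 14 libraries with no host, 11 lie below every library with hosts on component 4, and 13 of the 28 libraries with hosts lie above every library with no host.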

**Table 1:** Genes with more than 100,000 (normalized) reads differentially expressed in association with host treatment in *Nasonia vitripennis* females

**OGS2 ID***^a^*	**OGS2 Description***^b^*	**Normalized Read Count**	***P***	**FDR-Adj. *P***
Nasvi2EG004256	Heat shock protein 83, putative	1330788.29	0.0025	0.0267
Nasvi2EG003712	HEAT shock 70 kD protein cognate 4	439812.48	0	0.0004
Nasvi2EG018266	D-3-phosphoglycerate dehydrogenase	431540.73	0	0
Nasvi2EG013831	Cathepsin L, putative	316827.91	0	0.0001
Nasvi2EG018994	Phosphoenolpyruvate carboxykinase [GTP]	265803.70	0	0
Nasvi2EG000249	Disulfide-isomerase, protein	255728.37	0.0013	0.0159
Nasvi2EG014565	Unknown	247983.80	0.0027	0.0285
Nasvi2EG011426	Trypsin-1	206947.20	0	0
Nasvi2EG014261	Unknown	196083.19	0.0027	0.0285
Nasvi2EG002768	Multifunctional protein ADE2	157350.84	0.0004	0.0062
Nasvi2EG004860	Unknown	152181.24	0.0001	0.0021
Nasvi2EG013799	6-phosphogluconate dehydrogenase decarboxylating	144249.93	0.0026	0.0279
Nasvi2EG010956	dnaJ homolog subfamily A member 1	142950.83	0.0049	0.0455
Nasvi2EG006004	Unknown	133503.67	0	0
Nasvi2EG024534	Heat shock protein cognate 5	132478.99	0	0
Nasvi2EG001276	Cytochrome P450 9e2	128635.36	0	0
Nasvi2EG006840	Nuclear protein 1	128042.56	0	0
Nasvi2EG015454	Unknown	123175.12	0	0.0003
Nasvi2EG003208	Unknown	120639.05	0.0044	0.0419
Nasvi2EG010293	Trypsin-1	120042.75	0.0009	0.0116
Nasvi2EG011806	Proclotting enzyme	115288.61	0.0000	0.0002
Nasvi2EG006008	Ankyrin 2.3/unc44 (Fragment)	114434.65	0	0
Nasvi2EG002346	HEAT shock 70 kD protein cognate 4	113846.10	0	0
Nasvi2EG002769	Amidophosphoribosyltransferase, putative	113668.63	0.0016	0.0193
Nasvi2EG009955	Translocon-associated protein subunit alpha, putative	109362.98	0	0.0001
Nasvi2EG009089	Cyclin-A1	103923.59	0.0035	0.035
Nasvi2EG004595	Myophilin	103854.72	0.0002	0.0035
Nasvi2EG013069	Chemosensory protein	102976.54	0.0053	0.0486

a *Nasonia* Official Gene Set version 2 identifier.

b *Nasonia* Official Gene Set version 2 description.

**Figure 2:**
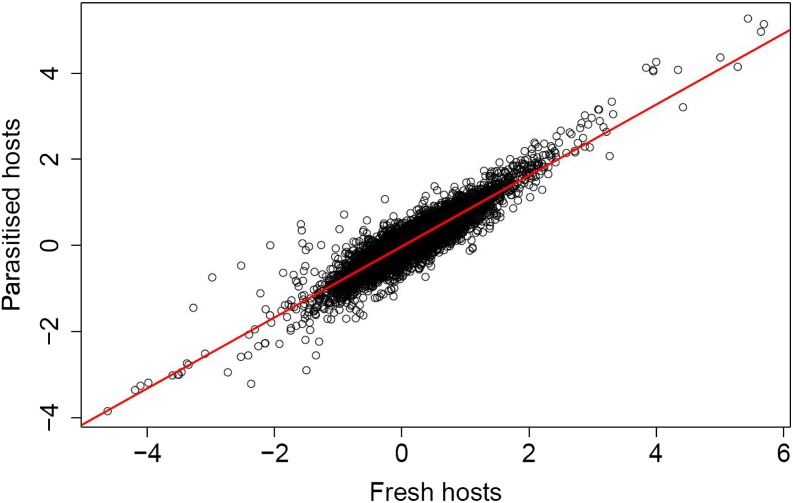
Log_2_ fold change in expression when ovipositing on fresh hosts relative to resting *vs.* that when ovipositing on parasitized hosts relative to resting. Regression line shown in red (R^2^ =0.85, *P* < 0.001).

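The relation between the responses was taken again with separate controls, 7 no host libraries for fresh hosts and the other 7 for previously parasitized hosts, over 100 random divisions. The mean r across genes was then 0.645, with values from 0.437 to 0.790, and the mean covariance was 0.214. Simulated counts without differences, divided in the same way, gave a mean r of 0.0026. With all no host libraries on each side, R2 was 0.951 over the genes called for host treatment, which were chosen on the same contrast, and 0.665 over the others.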

In terms of sex allocation behavior, there were no differentially expressed genes between those females ovipositing on fresh hosts and those ovipositing on previously parasitized hosts, so that the effects of oviposition itself on gene expression were consistent across host type. 

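The smallest p for the state of the host belonged to inosine-5'-monophosphate dehydrogenase (Nasvi2EG030445), of purine synthesis, which averaged 863 ± 197 normalized counts with fresh hosts and 1300.5 ± 326 with previously parasitized hosts (SD, n = 14 libraries each), a log2 fold change of 0.59 (standard error 0.14, adjusted p = 0.999, edgeR). 15-hydroxyprostaglandin dehydrogenase (Nasvi2EG009781), which inactivates prostaglandins, had a log2 fold change of 0.54 (standard error 0.15) and an amino acid permease (Nasvi2EG013717) one of 0.60 (standard error 0.17). Of the genes next in order, Nasvi2EG000945 had a log2 fold change of 0.34 (standard error 0.098) and Nasvi2EG003094, with a mean under 1 normalized count in libraries with no host, one of -1.15 (standard error 0.35). None passed the test after adjustment. Across all genes 0 were called between previously parasitized and fresh hosts by edgeR, DESeq2, limma with voom and quality weights, and the larger-dispersion rule, and 207, 242, 527 and 105 genes were at an unadjusted p under 0.05 in that order.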

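Single foundress and 10 foundress females were compared over all host treatments, with 21 libraries each. The smallest p belonged to an undescribed gene (Nasvi2EG002651), with 95.3 ± 126 normalized counts in single foundress females and 13.7 ± 15.8 in 10 foundress females (SD), a log2 fold change of -2.64 (standard error 0.57, adjusted p = 0.396, edgeR). Phosphoenolpyruvate carboxykinase averaged 4897 ± 2699 and 7995 ± 4355 (log2 fold change 0.67, standard error 0.16, adjusted p = 0.661, edgeR), and a lysosomal acid lipase (Nasvi2EG007340) had a log2 fold change of 0.47 (standard error 0.12, adjusted p = 0.661, edgeR). Another undescribed gene (Nasvi2EG012305) had a log2 fold change of -1.99 (standard error 0.47) and leucine-rich repeat-containing protein 40 (Nasvi2EG005170) one of -0.54 (standard error 0.14). Of all genes 0 were called by edgeR (878 at an unadjusted p under 0.05), 0 by the larger-dispersion rule (662 at that p) and 1 by DESeq2 (1059), which was Nasvi2EG002651. Uniform p-values would give 611.5 genes at that p, and other random divisions of the libraries gave a median of 366 (edgeR). As many as 878 were reached by 22 of 100 divisions, the real one included. Limma with voom and quality weights called 905 genes, 706 of them higher in 10 foundress females (3388 at that p). Of 100 divisions of the libraries, the real one included, 5 gave as many, with a median of 0 genes in the others. That lies between the bounds set in advance, so chance was not excluded and the question stays undecided.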

There were also no detectable gene expression changes in *Nasonia vitripennis* females in response to the presence of cofoundresses. Thus, neither superparasitism nor the presence of cofoundresses, both of which influence sex allocation, produced gene expression changes detectable at the level of the whole body.

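Tyrosine 3-monooxygenase (Nasvi2EG022898), the rate-limiting enzyme of dopamine synthesis, had a log2 fold change of -0.068 between previously parasitized and fresh hosts (standard error 0.28) and of 0.25 between 10 foundress and single foundress females (standard error 0.24). For aubergine (Nasvi2EG001968), which silences transposable elements in the germline, these values were -0.33 (standard error 0.18) and 0.055 (standard error 0.16), and none of the 4 passed the test (edgeR, adjusted p = 0.999 and 0.777 for the first gene, 0.999 and 0.965 for the second). What could be detected was tested on simulated counts with the spread and depth of these libraries, in which 200 genes were changed by known folds, 50 genes at each fold. Between previously parasitized and fresh hosts edgeR called 94% of genes changed 4-fold, 64% at 2-fold and 48% at 1.5-fold. Between foundress groups, with more libraries on each side, it called 98, 78 and 48% at the same folds. Most genes changed 1.5-fold or less were thus missed in these simulated counts at this depth and spread. Genes were drawn independently there, without shifts of whole libraries, so the rates in the real libraries may differ. The rates hold for 200 changed genes, and with fewer changed genes the adjusted threshold is stricter and lower rates would be reached. They also vary between draws: fresh hosts against no host, with as many libraries per group as between the host groups, gave 78% at 2-fold and 32% at 1.5-fold.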

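Uricase (Nasvi2EG006174), which breaks down uric acid, had a log2 fold change of 5.26 with fresh hosts against no host (standard error 0.26, adjusted p = 6.31e-20, edgeR) and of 5.08 with previously parasitized hosts (standard error 0.26, adjusted p = 1.84e-19, edgeR). A pair of pacifastin light chain genes (Nasvi2EG009667 and Nasvi2EG009663), of a family of protease inhibitors, had log2 fold changes of 4.22 (standard error 0.27) and 4.09 (standard error 0.23) with previously parasitized hosts. Deoxyribonuclease I (Nasvi2EG016530), which cuts DNA, reached 5.18 with fresh hosts (standard error 0.36) and an inorganic phosphate cotransporter (Nasvi2EG012577) 4.15 with previously parasitized hosts (standard error 0.36). Over a log2 fold change of 4 in size, that is 16-fold, there were 15 called genes in either host group (edgeR), 13 with fresh and 9 with previously parasitized hosts. Of these, 11 were higher with hosts and 4 lower, and the 4 (Nasvi2EG029760, Nasvi2EG029763, Nasvi2EG034404 and Nasvi2EG034405) have no description. Without library 22 alone the count over the limit was 11, and without libraries 22 and 25 the log2 fold change of Nasvi2EG034405 for both host groups was -0.90 (adjusted p = 0.152, edgeR).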

Notably, 11 genes exhibited a greater than four-fold log_2_ change in expression (a common measure of differential expression). Six of these highly expressed genes were upregulated in females ovipositing on either fresh or previously parasitized hosts as compared to “resting” females (Table 2). In addition, one of these genes, Acyl-CoA desaturase, is known to be expressed in the brain (Table 2). However, the enrichment analysis showed that there was no significant enrichment (FDR *P* < 0.1) of any GO terms in the 1359 differentially expressed genes associated with host treatment when compared to the complete *Nasonia* OGS GO annotation. Similarly, there was no significant enrichment of GO terms in those genes differentially expressed between females ovipositing on fresh hosts *vs.* resting females or between females ovipositing on previously parasitized hosts *vs.* resting females.

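Of the 11 genes of Table 2, 8 averaged under 10 normalized counts in resting females. With no host, uricase averaged 1.22 ± 0.978 normalized counts (SD, n = 14 libraries), the phosphate cotransporter 2.80 ± 3.38 and deoxyribonuclease I 0.395 ± 0.500. With fresh hosts the means were 52.2 ± 14.3, 43.3 ± 21.4 and 20.0 ± 9.13 in the same order, and with previously parasitized hosts 45.9 ± 13.1, 46.9 ± 18.5 and 13.5 ± 5.35 (n = 14 each). The pacifastin light chain Nasvi2EG009667 was more abundant, at 128 ± 81.5 normalized counts with no host, 2032 ± 972 with fresh hosts and 2425 ± 884 with previously parasitized hosts. All 11 genes of Table 2 were higher in both host groups against no host, 11 also when adjusted over the list alone, and the study chose them on these samples, so this is not independent evidence. A log2 fold change over 4 was reached in both host groups by 7 of them. Undescribed genes Nasvi2EG022794, Nasvi2EG003094 and Nasvi2EG003092 averaged 0.369, 0.338 and 0.911 normalized counts with no host, so their fold changes rest on few reads.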

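Acyl-CoA desaturase (Nasvi2EG020749), which puts double bonds into fatty acids, averaged 18.2 ± 12.4 normalized counts with no host (SD, n = 14 libraries), 365 ± 214 with fresh hosts (n = 14) and 302 ± 86.8 with previously parasitized hosts (n = 14). Its log2 fold change for both host groups against no host was 4.19 (standard error 0.29, adjusted p = 1.45e-15, edgeR), with all 28 libraries with hosts above the no host mean. The libraries are of whole bodies, so the tissue in which it was higher cannot be read from them.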

**Table 2:** Differentially expressed genes with a greater than four-fold log_2_ change in expression compared to control (resting) females

**OGS2 ID***^a^*	**OGS2 Description***^b^*	**Host Treatment Condition**	**Log_2_ Fold Change**	***P***	**FDR-Adj. *P***	**Differentially Expressed in the Brain in Response to Host Conditioning (****Hoedjes *et al.* 2015****) Y/N**
Nasvi2EG016530	Deoxyribonuclease I, putative	Fresh	5.6913	6.11E-26	5.33E-23	N
		Parasitized	5.1398	1.25E-21	8.23E-19	
Nasvi2EG022794	Unknown	Fresh	5.6467	1.14E-31	1.55E-28	N
		Parasitized	4.9640	7.24E-12	1.38E-09	
Nasvi2EG006174	Uricase	Fresh	5.4414	1.65E-55	2.01E-51	N
		Parasitized	5.2696	7.70E-50	3.14E-46	
Nasvi2EG003094	Unknown	Fresh	5.2814	1.07E-09	1.09E-07	N
		Parasitized	4.1488	1.68E-10	2.59E-08	
Nasvi2EG016531	Unknown	Fresh	5.0072	2.06E-27	1.94E-24	N
		Parasitized	4.3667	3.61E-16	1.30E-13	
Nasvi2EG020749	Acyl-CoA desaturase	Fresh	4.3419	1.64E-17	5.15E-15	Y
		Parasitized	4.0783	2.67E-59	3.26E-55	
Nasvi2EG003092	Unknown	Fresh	4.4200	3.08E-11	4.01E-09	N
Nasvi2EG009667	Pacifastin light chain	Parasitized	4.2635	2.22E-40	5.42E-37	N
Nasvi2EG009663	Pacifastin light chain	Parasitized	4.1278	1.78E-49	5.43E-46	N
Nasvi2EG012577	inorganic phosphate cotransporter	Parasitized	4.0746	2.88E-30	2.94E-27	N
Nasvi2EG008011	Unknown	Parasitized	4.0451	2.04E-21	1.25E-18	N

a *Nasonia* Official Gene Set version 2 identifier.

b *Nasonia* Official Gene Set version 2 description.

## Discussion

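Genes of detoxification and sugar uptake are among those that differed with hosts. Of 26 cytochrome P450s, oxidases of hormones and foreign compounds, 11 were higher, 14 lower and 1 did not pass the test for both host groups against no host (12 higher and 14 lower when adjusted over the list alone). A gene described only as cytochrome P450 (Nasvi2EG011441) had a log2 fold change of -1.04 (standard error 0.091, adjusted p = 3.32e-12, edgeR) and cytochrome P450 4C1 (Nasvi2EG002258) one of 1.52 (standard error 0.16, adjusted p = 2.24e-10, edgeR). Of 12 sugar and trehalose transporters, 9 were higher, 2 lower and 1 did not pass the test (10 higher and 2 lower when adjusted over the list alone). One gene described as sugar transporter ERD6 (Nasvi2EG016026) had a log2 fold change of -1.59 (standard error 0.12), and another (Nasvi2EG009431) one of 1.34 (standard error 0.12). These lists were drawn from descriptions of genes the study called on these samples and are not independent evidence. Of the 1359 genes in Table S2, 1288 were called here for host treatment (edgeR), and 1254 called genes are not in that table.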

We have identified 1359 candidate genes associated with oviposition behavior. However, facultative sex allocation by female *Nasonia vitripennis* was not associated with short-term gene expression changes at the whole-body level. This was true for both types of LMC cues tested: *i.e.*, the response to foundress number (a “social” cue) (Shuker and West 2004), the state of the host (parasitized or not: a “host” cue), or a combination of the two.

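For foundress number, the smallest adjusted p of any gene was 0.396 by edgeR, 0.0446 by DESeq2, which called 1 gene, and 0.0104 by limma with voom and quality weights, which called 905. For the state of the host it was 0.999, 0.331 and 0.896 in the same order, none past the threshold. Set against these, the chymotrypsin-1 gene had an adjusted p = 8.33e-18 for host treatment (edgeR), with means of 222 ± 67.3 normalized counts in the 14 libraries with no host (SD) and 1365 ± 327 in the 14 with fresh hosts. The paper concludes that oviposition, and not facultative sex allocation, is associated with changes in gene expression at the whole-body level. It found many genes that differed with the presence of a host and none that differed with foundress number or prior parasitism. Its rerun over genes that differed in heads after host conditioning also found none for either cue, and was not repeated here.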

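The combination of cues was tested as the interaction of foundress number and host treatment. Its smallest p belonged to an undescribed gene (Nasvi2EG018223), and the testicular acid phosphatase gene Nasvi2EG000723 was among the next, each with an adjusted p = 1.000 (edgeR). For *doublesex* and vitellogenin the adjusted p was also 1.000 (edgeR). Across all genes 0 were called for the interaction by edgeR, DESeq2, limma with voom and quality weights, and the larger-dispersion rule, with 144, 176, 387 and 61 genes at an unadjusted p under 0.05.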

We considered the possibility that differential gene expression in response to LMC cues may not be detectable using whole-body transcriptomics and that a tissue-specific approach may be required. In particular, gene expression changes in the brain could be of interest as females must detect and process LMC cues to inform sex allocation. To determine whether such tissue-specific signals may have been “drowned out” by our whole-body approach, we made use of a recent study by Hoedjes *et al.* (2015). The authors conditioned *Nasonia* females with exposure to blowfly hosts and contrasted gene expression in the heads of host-conditioned females with that of naïve control females (who were not exposed to hosts) as part of a study on memory formation. We narrowed down our read count data to include only counts from the 1622 genes found to be differentially expressed in *N. vitripennis* heads in response to host-conditioning by Hoedjes *et al.* (2015) and ran our statistical analysis again (File S1). We still found no differential expression in association with the presence of LMC cues (*i.e.*, “foundress number” and preparasitized hosts), but again found 194 genes associated with oviposition (*i.e.*, the presence or absence of a host). We note that of these 194 genes, only 13 were not picked up by our whole-body analysis (*i.e.*, 181 were included in our original analysis). Therefore, it seems that the response to LMC cues is not associated with changes to gene expression. That said, future tissue-specific studies that also examine alternative transcript usage will allow us to interrogate gene expression in yet more detail to clarify this. However, our study has confirmed that oviposition behavior, regardless of the LMC context in which that oviposition takes place, is associated with changes in gene expression. Below we discuss some interesting candidate genes for oviposition and perhaps sex allocation at a more fundamental level.

We have expanded on the set of candidate genes associated with oviposition behavior first generated by Pannebakker *et al.* (2013). Those authors used a tag-based transcriptome sequencing approach (“DeepSAGE”) to identify 232 genes (322 “tags”) that were differentially expressed between ovipositing and resting *N. vitripennis* females. 

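Trypsin-1, glucose dehydrogenase and Myb-binding protein 1A genes are among those that Table S5 shares with the earlier tag-based study. The undescribed gene Nasvi2EG008011 averaged 6.41 ± 8.25 normalized counts with no host (SD, n = 14 libraries) and 99.4 ± 35.2 with fresh hosts (n = 14), a log2 fold change of 4.06 for both host groups against no host (standard error 0.31, adjusted p = 3.37e-14, edgeR). The trypsin-1 gene Nasvi2EG006336 had a log2 fold change of -2.90 (standard error 0.16, adjusted p = 7.75e-19, edgeR). Of the 46 genes in Table S5, 25 were higher, 17 lower and 4 did not pass the test for both host groups against no host, with 25 higher and 17 lower when adjusted over the list alone, and 39 were called for host treatment. The list was chosen in part on these samples and is not independent evidence.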

Our RNA-seq approach revealed 1359 candidates, of which 46 overlapped with their list (Table S2 and Table S5). For instance, Pannebakker *et al.* (2013) found *glucose dehydrogenase (gld)* (OGS2 ID: Nasvi2EG010910) to be upregulated in ovipositing females. 

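In the deposited counts, Nasvi2EG010910 averaged 223 ± 99.2 normalized counts with no host (SD, n = 14 libraries), 91.4 ± 21.8 with fresh hosts (n = 14) and 95.4 ± 20.9 with previously parasitized hosts (n = 14). It was lower with hosts, with a log2 fold change of -1.26 (standard error 0.13, adjusted p = 5.89e-10, edgeR) and all 28 libraries with hosts below the no host mean. The study's tables describe this identifier as pyrroline-5-carboxylate reductase, an enzyme of proline synthesis.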

The GLD protein, expressed in the spermathecal duct, is associated with the storage and utilization of sperm in *Drosophila melanogaster* (Iida and Cavener 2004). 

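All 11 genes that the study's tables describe as glucose dehydrogenase were higher with hosts, also when adjusted over the list alone, with log2 fold changes from 0.86 to 2.57 for both host groups against no host. The gene with the smallest p, Nasvi2EG015670, averaged 462 ± 58.7 normalized counts with no host (SD, n = 14 libraries), 1995 ± 362 with fresh hosts (n = 14) and 1734 ± 339.6 with previously parasitized hosts (n = 14), a log2 fold change of 2.00 (standard error 0.089, adjusted p = 3.06e-21, edgeR). Of the others, Nasvi2EG015669 had a log2 fold change of 1.40 (standard error 0.15), Nasvi2EG020209 one of 1.59 (standard error 0.13) and Nasvi2EG010364 the highest, 2.57 (standard error 0.28). As a list chosen by the study on these samples it is not independent evidence, and similar members may share reads that were discarded as ambiguous. For the main effect of host treatment 10 of the 11 were called (edgeR).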

We confirmed that *gld* is indeed upregulated in ovipositing females (Table S2, Table S3, Table S4, Table S5) and discovered that a total of eight *glucose dehydrogenase* genes were differentially expressed in ovipositing *vs.* resting females. Given that female *N. vitripennis* need to control sperm release very precisely to allocate sex, we suggest that this gene family may have a role to play in adaptive sex allocation behavior, and we are currently developing functional genomic tests of this hypothesis.

A QTL analysis by Pannebakker *et al.* (2011) detected three sex ratio QTL, one of which was significant at the genome level. Given that sex allocation was not associated with changes in gene expression, it is difficult to make a direct comparison between the results of that study and the results we present here. However, we did find that 104 of the genes differentially expressed during oviposition reside within the QTL significant at the genome-wide level (Table S6). These genes did not vary in expression in response to LMC cues used by females. However, we have confirmed their involvement in oviposition, and further study will reveal whether these genes turn out to be “sex ratio” genes insofar as they are involved in the more fundamental processes underlying the ability to facultatively allocate sex.

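A ubiquitin conjugation factor E4 A (Nasvi2EG004025) averaged 234 ± 74.0 normalized counts with no host (SD, n = 14 libraries), 876 ± 165 with fresh hosts (n = 14) and 1042 ± 199.7 with previously parasitized hosts (n = 14), a log2 fold change of 2.04 for both host groups against no host (standard error 0.11, adjusted p = 2.73e-18, edgeR). Phosphoserine phosphatase (Nasvi2EG004026), of serine synthesis, had a log2 fold change of 2.11 (standard error 0.14), and the undescribed gene Nasvi2EG003729 one of -1.48 (standard error 0.12). Of the 104 genes in Table S6, 60 were higher, 43 lower and 1 did not pass the test, with 61 higher and 43 lower when adjusted over the list alone, and the study chose them on these samples, so this is not independent evidence. For the main effect of host treatment 101 were called (edgeR).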

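For the ubiquitin conjugation factor the log2 fold change was 0.25 between previously parasitized and fresh hosts (standard error 0.12, adjusted p = 0.999, edgeR) and 0.24 between 10 foundress and single foundress females (standard error 0.097, adjusted p = 0.661, edgeR). Phosphoserine phosphatase had values of 0.18 (standard error 0.15) and 0.10 (standard error 0.12). Among the genes of Table S6, 0 were called for either cue by edgeR, with 6 at an unadjusted p under 0.05 for the state of the host and 16 for foundress number, 0 called by DESeq2 and the larger-dispersion rule, and by limma with voom and quality weights 0 for the state of the host and 17 for foundress number.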

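*doublesex* was described in the study's tables as the female isoform (Nasvi2EG010980), and the deposited counts are per gene, so they do not tell splice forms apart. It averaged 223 ± 106 normalized counts with no host (SD, n = 14 libraries) and 503 ± 137 with fresh hosts (n = 14). The log2 fold change was 1.17 with fresh hosts (standard error 0.19, adjusted p = 6.27e-06, edgeR) and 0.82 with previously parasitized hosts (standard error 0.19, adjusted p = 0.00113, edgeR). Of the 28 libraries with hosts, 27 lay above the no host mean.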

Interestingly, we found that the female-specific isoform of the transcription factor *doublesex* (*dsx*) was found to be upregulated in ovipositing females. Differential splicing of male and female *dsx* mRNA generating sex-specific proteins that regulate downstream somatic sexual dimorphism was first described in *Drosophila melanogaster* (Baker and Wolfner 1988). Since then, the *doublesex/mab-3 related* (*Dmrt*) family of transcription factors has been shown to be involved in sex-specific differentiation in all animals studied (Kopp 2012). In *Drosophila*, genes of the sex determination hierarchy, including *dsx* and *fruitless* (*fru*), control the development and differentiation of sex-specific tissues, thereby establishing gender-specific physiology, neural circuitry, and of course behavior (Villela and Hall 2008; Yamamoto and Koganezawa 2013). Dsx also influences sex-specific reproductive behaviors, such as male courtship and female receptivity in *D. melanogaster* (Rideout *et al.* 2007, 2010; Zhou *et al.* 2014), sex-specific morphology, *i.e.*, wing shape in *Nasonia spp*. (Loehlin *et al.* 2010), and mimicry in swallowtail butterflies (*Papilio polytes*) (Kunte *et al.* 2014). Here, we have evidence to support that *doublesex* may be involved in oviposition, another sex-limited behavior.

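Of the 2 genes of sex determination that the study's tables describe, *doublesex* was higher and *fruitless* lower with hosts (1 and 1 also when adjusted over the list alone, which is not independent evidence since the study described them from these samples). *fruitless* (Nasvi2EG012869), a transcription factor of sexual behavior in *Drosophila*, averaged 372 ± 110.2 normalized counts with no host (SD, n = 14 libraries), 251 ± 83.1 with fresh hosts (n = 14) and 249.8 ± 59.4 with previously parasitized hosts (n = 14). Its log2 fold change for both host groups against no host was -0.58 (standard error 0.12, adjusted p = 0.000126, edgeR), against 0.99 for *doublesex* (standard error 0.17, adjusted p = 1.09e-05, edgeR).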

In addition, we found that three genes annotated as *major royal jelly protein-like* (*mrjpl9*: Nasvi2EG014218, *mrjpl6*: Nasvi2EG021396 and *mrjpl5*: Nasvi2EG014323) and one annotated as *yellow x-2* (Nasvi2EG010358) were differentially expressed in association with “host treatment.” 

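*mrjpl9* averaged 139 ± 77.4 normalized counts with no host (SD, n = 14 libraries) and 396 ± 170.5 with fresh hosts (n = 14), a log2 fold change of 1.33 for both host groups against no host (standard error 0.22, adjusted p = 7.81e-06, edgeR). *mrjpl6* was higher by 1.03 on the log2 scale (standard error 0.11, adjusted p = 4.86e-10, edgeR) and *yellow x-2* by 1.09 (standard error 0.18, adjusted p = 6.49e-06, edgeR). *mrjpl5* was lower, with 77.0 ± 48.1 normalized counts with no host and 29.3 ± 13.2 with fresh hosts, a log2 fold change of -1.47 (standard error 0.19, adjusted p = 3.81e-08, edgeR). Of 5 genes described as yellow or major royal jelly proteins, 4 were higher and 1 lower, also when adjusted over the list alone, and the study chose the descriptions on these samples, so this is not independent evidence.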

During their first 3 d, honey bee larvae are fed with royal jelly (RJ), a substance secreted by nurse bees and involved in the development of queen larvae (Snodgrass 1925; Buttstedt *et al.* 2014). The nine most abundant proteins in RJ became known as the major royal jelly proteins, MRJPs, now known to have evolved from the *yellow* gene family (Ferguson *et al.* 2011; Buttstedt *et al.* 2014). Evidence suggests that Yellows and MRJPs have diverse and context-dependent roles in development and reproduction (Drapeau *et al.* 2006) and, notably, *Nasonia* has the largest number of *yellow/MRJP* genes so far found in any insect, with a particular expansion of *mrjpls* (Werren *et al.* 2010). Their function in *Nasonia* is still unknown, and Werren *et al.* (2010) note their broad expression across tissues and life stages. Our results here highlight its association with oviposition in *Nasonia vitripennis*.

Enrichment analyses can sometimes provide insight into the possible functions of differentially expressed genes. In the present case, no GO terms were overrepresented, which may be due to the polygenic nature of this trait. However, looking to other studies helped to assign function to some of our candidates. For example, several of our differentially expressed genes are annotated as venom proteins and serine proteases and are likely to be linked to the process of oviposition itself (de Graaf *et al.* 2010) (Tables S2, Table S3, Table S4). Also, we found that 27 genes differentially expressed in *Nasonia vitripennis* individuals responding to bacterial infection (Sackton *et al.* 2013) (Table S7) are also differentially expressed in response to oviposition. These comparisons suggest that some of the genes upregulated as females lay eggs could in fact be “immunity genes” that allow females to guard against bacterial infection posed to them by their dipteran hosts. 

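Venom allergen 3 (Nasvi2EG005780) averaged 188 ± 50.6 normalized counts with no host (SD, n = 14 libraries) and 497 ± 117 with fresh hosts (n = 14), a log2 fold change of 1.45 for both host groups against no host (standard error 0.12, adjusted p = 6.51e-13, edgeR). Venom acid phosphatase (Nasvi2EG009989) was higher by 1.80 on the log2 scale (standard error 0.17, adjusted p = 2.31e-11, edgeR), and venom serine carboxypeptidase (Nasvi2EG006343) was lower, at -0.65 (standard error 0.082, adjusted p = 3.54e-08, edgeR). Of 9 genes with a venom description, 6 were higher and 3 lower with hosts, also when adjusted over the list alone. Of 32 trypsin-like and other serine proteases, 17 were higher, 14 lower and 1 did not pass the test, with 18 higher and 14 lower when adjusted over the list alone. Chymotrypsin-1 was the highest, at a log2 fold change of 2.61 (standard error 0.14), and the lowest after the trypsin-1 gene Nasvi2EG006336 was Nasvi2EG006337, at -2.55 (standard error 0.13), followed by gonadal trypsin (Nasvi2EG010287, -2.35, standard error 0.18). Similar trypsin genes may share reads that were discarded as ambiguous, and the lists are not independent evidence since the study chose them on these samples.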

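The pacifastin light chain Nasvi2EG009663 averaged 117 ± 62.4 normalized counts with no host (SD, n = 14 libraries) and 1666 ± 721 with fresh hosts (n = 14), a log2 fold change of 3.93 for both host groups against no host (standard error 0.22, adjusted p = 2.37e-18, edgeR). ATP-binding cassette sub-family A member 1 (Nasvi2EG006512), a lipid transporter, was lower, at -1.13 (standard error 0.13, adjusted p = 6.63e-09, edgeR), as was a circadian clock-controlled protein (Nasvi2EG006109), at -0.71 (standard error 0.086, adjusted p = 1.13e-08, edgeR). Of the 27 genes in Table S7, 12 were higher, 14 lower and 1 did not pass the test with hosts (13 and 14 when adjusted over the list alone, which is not independent evidence since the study chose the genes on these samples). Table S7 lists 23 of them as induced by infection, of which 10 were higher and 12 lower with hosts, and 4 as repressed, of which 2 were higher and 2 lower. For the main effect of host treatment 26 were called (edgeR).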

We note that *glucose dehydrogenase* genes have also been linked with immune response in the silkworm (Sun *et al.* 2012), and further study will confirm whether they serve an immune response and/or a sex allocation function in *Nasonia*. In addition, we found that several of the genes differentially expressed in response to oviposition are annotated as heat shock proteins (HSPs) (Table 1, Table S2, Table S3, Table S4). 

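Heat shock protein 83 and a mitochondrial chaperone were higher with hosts, and genes described as heat shock 70 kDa cognate 4 were lower. Heat shock protein 83 (Nasvi2EG004256), the insect form of the chaperone Hsp90, averaged 25418 ± 7445 normalized counts with no host (SD, n = 14 libraries), 36035 ± 8670.4 with fresh hosts (n = 14) and 35626 ± 4609 with previously parasitized hosts (n = 14), a log2 fold change of 0.50 for both host groups against no host (standard error 0.11, adjusted p = 0.000590, edgeR). Heat shock protein cognate 5 (Nasvi2EG024534), a chaperone of mitochondria, was higher by 0.98 on the log2 scale (standard error 0.08, adjusted p = 3.40e-13, edgeR). Of the genes described as HEAT shock 70 kDa protein cognate 4, Nasvi2EG003712 had a log2 fold change of -0.72 (standard error 0.15), Nasvi2EG002346 one of -0.94 (standard error 0.13) and Nasvi2EG002344 one of -1.26 (standard error 0.14), and these may share reads that were discarded as ambiguous. Of 11 heat shock proteins and co-chaperones, 6 were higher and 5 lower, and of 13 genes of protein folding and secretion in the endoplasmic reticulum 9 were higher and 4 lower, with the same counts when adjusted over the list alone. Among the latter, translocation-associated membrane protein (Nasvi2EG000415), which helps new proteins enter the endoplasmic reticulum, had a log2 fold change of 1.04 (standard error 0.10) and calumenin-B (Nasvi2EG012266) one of 1.48 (standard error 0.17). The study chose the described genes on these samples, so the counts are not independent evidence.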

HSPs, first described in 1962, are highly conserved cellular stress proteins present in all organisms that have known functions in reproduction (Neuer *et al.* 2000). For instance, HSP expression is a crucial process during oogenesis in a number of species, including *Drosophila melanogaster* (Ambrosio and Schedl 1984). Heat shock proteins act as chaperones (mediating folding, assembly, and transport of other proteins) and also in response to cellular stresses, including temperature changes and the presence of viral and bacterial infections (Neuer *et al.* 2000); it is possible that HSPs may be expressed in response to the stresses that a female experiences while interacting with hosts during oviposition.

Previous studies have successfully used transcriptomic approaches to identify candidate genes for sex-specific behaviors. For example, a study by Immonen and Ritchie (2012) identified genes in *Drosophila melanogaster* females that were differentially expressed after only 15 min of exposure to a male courtship song. Gene expression changes were observed in the heads of females in association with stimulation by a courtship song, but a large number of these genes were found to have immune function. Their study confirms that rapid gene expression changes can be induced by short-term exposure to stimuli. However, it also suggests that behavioral transcriptomic studies may pick up immune genes as those most likely to display rapid changes in expression even in a tissue-specific study.

In summary, we did not observe any transcriptomic changes in response to two essential LMC cues, foundress number, and prior parasitism of a host. Future studies targeted to gene expression in specific tissues, for example, the brain, may reveal candidate genes for sex allocation not picked up in this analysis. Using a whole-body RNA-seq approach, we instead revealed some potentially useful mechanisms, highlighted above, that may be involved in sex allocation behavior at a more fundamental level.

## 

## Supplementary Material

Supporting Information

# Supplementary material for: Oviposition but Not Sex Allocation Is Associated with Transcriptomic Changes in Females of the Parasitoid Wasp Nasonia vitripennis
**Source:** G3 (Bethesda). 2015 Oct 27;5(12):2885–92. doi: 10.1534/g3.115.021220
**Supplement:** Supporting Information

Oviposition but Not Sex Allocation Is Associated with Transcriptomic Changes in Females of the Parasitoid Wasp Nasonia vitripennis — Supporting Information 

# Oviposition but Not Sex Allocation Is Associated with Transcriptomic Changes in Females of the Parasitoid Wasp *Nasonia vitripennis*

## Supporting Information for Cook *et al.*, 2015

**Files in this Data Supplement:**

- File S1 - Supporting Materials and Methods. (.pdf, 266 KB)
- Table S1 - Mapping statistics for each of the 42 libraries sequenced. (.xlsx, 13 KB)
- Table S2 - Differentially expressed genes associated with the main effect "host treatment". (.xlsx, 105 KB)
- Table S3 - Differentially expressed genes between host treatment A (no hosts) and host treatment B (fresh hosts). (.xlsx, 126 KB)
- Table S4 - Differentially expressed genes between host treatment A (no hosts) and host treatment C (pre-parasitised hosts). (.xlsx, 97 KB)
- Table S5 - Genes differentially expressed in response to oviposition in both the current study and Pannebakker *et al.* 2013. (.xlsx, 12 KB)
- Table S6 - Genes differentially expressed in association with host treatment that reside with an oviposition QTL significant at the genome-wide level (Pannebakker *et al.* 2011). (.xlsx, 14 KB)
- Table S7 - Genes differentially expressed in association with host treatment that are also differentially expressed in *N. vitripennis* females in response to bacterial infection (Sackton *et al.* 2013).

# Supplementary material for: Oviposition but Not Sex Allocation Is Associated with Transcriptomic Changes in Females of the Parasitoid Wasp Nasonia vitripennis
**Source:** G3 (Bethesda). 2015 Oct 27;5(12):2885–92. doi: 10.1534/g3.115.021220
**Supplement:** Supporting Information

Supporting Materials and Methods

Additional differential expression analysis

In their 2015 paper, Hoedjes *et al.* examined differential expression associated with learning in *Nasonia* spp. Differential expression was measured in the heads of both *Nasonia vitripennis* and *Nasonia giraulti* in response to host-conditioning. Host-conditioning is defined in this case as the presentation of a blowfly host and a chocolate odour for 1 hour during which time females were allowed to drill and perform host-feeding. This was followed by a 15 minute resting period and then 15 minutes exposure to a vanilla odour. Gene expression in females conditioned in this manner was then contrasted with a naïve control group.

In Table 1 of their manuscript the Hoedjes *et al.* report 717, 1255 and 1333 transcripts differentially expressed, at 0, 4 and 24 hours respectively, after a host-conditioning treatment. Hoedjes *et al.* provided us with these lists of transcripts and we carried out the following steps:

- Alternative transcript information was discarded.
- Duplicate genes between the three lists were removed.
- 17 transcripts with no OGS2 ID were removed.
- 75 genes with no read count data in the current study were removed.
- This left a total of 1 622 genes known to be differentially expressed in the head of *N. vitripennis* females in response to host-conditioning regardless of timepoint (in the Hoedjes *et al.* study).
- Read counts from the current study for each of these 1 622 genes was compiled.
- Differential expression was examined under a general linear model framework implemented in DEseq as described in the main text for this manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

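The samples are 42 RNA-seq libraries of whole *N. vitripennis* females, 7 for each combination of 2 foundress numbers (single foundress and 10 foundress) and 3 host treatments (no host, fresh hosts and previously parasitized hosts). Each library was assigned to its group by its label and its library ID in Table S1, which name the same foundress number and host treatment for every library, and none was left out. The paper gives 3 hosts per female and the series record 1, and the paper's number was used here.

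The deposited values are read counts per gene. The authors aligned the reads to the genes of OGS2 with GSNAP, discarded reads that mapped ambiguously, and counted the rest with HTSeq (version 0.5.4p1) in intersection-strict mode. The file holds whole numbers for 20388 genes and sums to 155799857 reads, the totals the paper states before its filter, so the filter on low abundance was applied here. Genes with fewer than 100 reads over all libraries were left out, and 12230 genes with 155652340 reads were tested. Depth differed between libraries by the factors given beside the paper's main comparison, and precision was judged from the spread between replicate libraries.

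Counts were normalized by TMM and tested with the quasi-likelihood F test of edgeR (version 4.0.16, R 4.3.3, default prior count), with foundress number and host treatment as additive terms. The comparisons were the main effect of host treatment, fresh hosts against no host, previously parasitized hosts against no host, both host groups against no host, previously parasitized against fresh hosts, the main effect of foundress number, and their interaction in a second model. P-values were adjusted by the method of Benjamini and Hochberg over the tested genes. Normalized counts are counts divided by each library's TMM effective size relative to the geometric mean of these sizes, and they are given as mean and SD over libraries. The standard error of a log2 fold change was derived from its test, as its absolute size divided by the square root of the F statistic. It is therefore approximate, above all for genes with few reads. Measures per library were compared by permutation tests with 100000 resamples, two-sided, within host groups for foundress number. For host treatment the libraries were shuffled within foundress groups, except for scores on principal components, where they were shuffled over all libraries.

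The correlation of the responses to both kinds of host was computed across genes from log2 ratios of mean counts normalized by median-of-ratios size factors, as in the paper's Tables S3 and S4. Because both responses share their no host libraries, it was computed again on simulated counts with no difference between groups and with the no host libraries divided at random. Principal components were computed from log2 CPM values (prior count 2) of all tested genes, centred and not scaled.

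Genes named in the text were chosen by a rule. It takes every gene the paper names in its text, Table 1 or Table 2, the 10 highest and 10 lowest described genes for both host groups against no host among those called in the same direction in each host group, and the 2 highest and 2 lowest without a description. It also takes the 5 genes with the smallest p for the state of the host, for foundress number and for the interaction, and up to 4 genes with the smallest p in each gene list. The paper's tables were read before this rule was written, so their values count as seen. The 28 gene lists were defined by words in the descriptions of the study's Tables S2 to S5, and 5 further lists are the genes of Tables 1, 2, S5, S6 and S7. Undescribed genes Nasvi2EG029760 and Nasvi2EG034404, and the others of the 5 that hold many reads in libraries 22 and 25, were named after their values were seen. No set test was run on the lists, because only genes that the study listed carry a description. The table of gene symbols at hand shares no identifier with OGS2 and was not used here, and the Gene Ontology annotation and the gene list of Hoedjes *et al.* were not analysed here.

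Alternatives were median-of-ratios size factors in place of TMM, DESeq2 (version 1.42.0), limma (version 3.58.1) with voom and sample quality weights, and a likelihood ratio test in which each gene takes the larger of its own dispersion and the fitted trend, the default rule of the first DESeq, which itself was not installed. Others were no filter on low counts, the filterByExpr function of edgeR, a robust fit, only the host groups compared, the other factor left out, the percentage of duplicate or of uniquely mapped reads as a covariate, 2 surrogate variables (sva version 3.50.0), and fits without single libraries or without libraries 22 and 25. Fits without library 34, and without libraries 22, 25 and 34, were added later. On simulated counts with known changes in 200 genes, edgeR, DESeq2, limma and the larger-dispersion rule were tested. That covered fresh hosts against no host, previously parasitized against fresh hosts, and foundress number. The correlation, the components and the permutation tests were tried on other simulated data, and the other alternatives were not tried in this way. For each count of called genes, the libraries were divided at random 100 times into groups of the same sizes, the real division included.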

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

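The tests of a fixed ratio among 5 genes, of the calls without libraries 22 and 25, of duplicate reads in library 34, and the 3 tests on genes near the threshold for foundress number were chosen only after the result was seen. A library is named here where its gap to the nearest of the other 6 libraries of its group exceeded Dixon's 95% critical value as a share of the group's range, which chance gives in about 5% of groups. This held for 14 of 60 groups of library measures and for 90 of 984 pairs of a named gene and a group.

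Libraries 22 (10 foundress, no host) and 25 (single foundress, no host) hold many reads of 5 undescribed genes, 44.38% and 18.63% of their counted reads, where the others of their groups hold 0.162 to 3.107% and 0.158 to 4.57%. The 5 genes stand in nearly the same ratio in both libraries, with a largest difference of 2.04 percentage points in a gene's part of their sum, but 66 of the 780 pairs of the other 40 libraries were as close and 315 lay under the limit of 5 points, so the ratio singles out no added source, and whether 1 source added them stays open. It is not tenable that these libraries create the calls for host treatment, since 84.3% of the called genes were also called without them. Absence of hosts as the biological explanation stays open: in the other 40 libraries the share was 1.09 ± 1.37% with no host and 0.695 ± 0.750% with hosts (permutation p = 0.26), means that run in its direction although the test did not pass, so the value expected without it was set wrongly and decides nothing. Contaminating organisms or tissues could not be named because the genes have no description.

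Library 34 (10 foundress, no host) has 2187 genes more than 4-fold from its group's median, where the others of its group have 18 to 377, and it scores 81.97 on component 2 of the log2 CPM values, where the others score -31.26 to 5.07. A wrong label on a library with hosts is argued against by its host response score of -1.33, outside the range of libraries with hosts (-0.58 to 0.36) and within that of the other libraries with no host (-1.62 to -0.90). Duplicate reads are argued against too, since no other library with over 25% duplicates has more than 235 such genes. Its deviation had a correlation of -0.379 across genes with component 1 of the other 41 libraries, between the bounds set in advance, so a gradient shared with them cannot be told apart from a deviation of its own. A biological difference between the pooled females of this library may also remain, and was not tested.

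For foundress number 878 genes were at an unadjusted p under 0.05 (edgeR), and none was called. Uniform p-values would give 611.5 genes at that p, and other random divisions of the libraries gave a median of 366. The real number was 353 with 2 surrogate variables and moved with single libraries (608 without library 42, 609 without 38, 625 without 14, 1355 without 12 and 1476 without 28). Library 34 is not the source, since 1373 genes were at that p without it, and neither are duplicate reads, with 1241 genes at that p when their percentage was a covariate. A shift of whole libraries along component 1 may be part of it: without library 34 the mean scores were -10.9 for single foundress and 11.5 for 10 foundress libraries (permutation p = 0.0218). Chance was not excluded, because 22 of 100 random divisions of the libraries gave as many genes (highest other 2972) and 10 of 100 without library 34 (highest other 3633). Foundress number itself, the biological explanation that the design names, stays open.

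Library 41 (10 foundress, fresh hosts) had 6178659 counted reads, and the others of its group 3142100 to 4374217. Library 22 had 49.1% duplicate reads, and the others of its group 12.1 to 27.9%. Uniquely mapped reads were 82.7% in library 22 (others 95.5 to 96.8%), 90.2% in library 25 (95.4 to 96.4%) and 94.6% in library 3, single foundress with previously parasitized hosts (95.8 to 96.4%). Library 3 also had 3.92% of its reads in the 5 undescribed genes (others 0.211 to 1.51%). Library 38 (single foundress, fresh hosts) scored -48.85 on component 1 (others -0.295 to 35.92). On component 3, library 14 (single foundress, fresh hosts) scored 45.0 (others -9.48 to 11.7) and library 21 (single foundress, previously parasitized hosts) 37.2 (others -15.7 to 0.175). Library 17 (10 foundress, fresh hosts) had 127 genes more than 4-fold from its group's median (others 6 to 19). Library 34 stood apart from its group at 20 named genes and library 14 at 11, where the next, library 17, did so at 9.

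The paper does not discuss 4 undescribed genes that were lower with fresh hosts against no host, with log2 fold changes of -4.06 (Nasvi2EG029760), -4.24 (Nasvi2EG034404), -4.36 (Nasvi2EG034405) and -4.75 (Nasvi2EG029763). For both host groups without libraries 22 and 25 their values were -0.80, -0.84, -0.90 and -0.75 (adjusted p = 0.207, 0.171 and 0.152 for the first 3, edgeR), and none of the 4 was called.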

How the results depend on the processing

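The settings without library 34, without libraries 22, 25 and 34, and with ratios of mean normalized counts for the genes of Table 2 were chosen only after the results were seen, and the others were chosen before the data were examined. Of the values of the 13 main results under these settings 127, apart from leaving out 1 library, stayed on the same side of the test, within the spread or within 1.5 times the count. By the larger-dispersion rule the calls were 1445 for host treatment, 1691 with fresh hosts, 1257 with previously parasitized hosts and 2052 for both host groups. By limma with voom and quality weights they were 4174, 4458 and 3818 for the first 3 of these, 905 for foundress number, and 9 genes over a log2 fold change of 4. DESeq2 called 1 gene for foundress number. In simulated data it called 1 gene between previously parasitized and fresh hosts where none was changed, and 0 for foundress number where none was changed. R2 between the responses was 0.951 over called genes, 0.6652 over the other genes, 0.5459 with no filter on low counts and 0.4233 with the no host libraries divided. The difference between libraries with and without hosts on component 1 was 23.1 without libraries 22, 25 and 34 (permutation p = 0.0567, over a range of 0.00187 to 0.0567 for this result's alternatives), and on component 2 it was 28.4 with scaled genes (permutation p = 0.0447) and 17.3 with the 500 most variable genes (permutation p = 1e-05, the smallest that 100000 resamples can give), over a range up to 0.349. The share of reads was 14.24% by the larger-dispersion rule and 11.69% for the genes of Table S2, of which 28 are abundant. The cause was not tested in any of these, apart from the number of genes that each setting takes.

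Leaving out each library in turn gave 2222 to 2881 genes for host treatment, 2519 to 3541 with fresh hosts, 2006 to 2547 with previously parasitized hosts, 2910 to 3786 for both host groups, 11 to 15 over a log2 fold change of 4, R2 from 0.7946 to 0.877, and 0 to 0 for the state of the host, foundress number and the interaction (edgeR, with 207, 878 and 144 genes at an unadjusted p under 0.05 over all libraries). At that p the numbers with 1 library left out were 159 to 310 for the state of the host, 608 to 1476 for foundress number (1355 without library 12, 1476 without 28 and 1373 without 34) and 108 to 495 for the interaction (495 without library 10 and at most 205 without any other). Whether more genes were higher or lower turned with the setting. More were higher by the larger-dispersion rule, with no filter on low counts (51.58% with fresh and 52.69% with previously parasitized hosts), without library 34 and, for previously parasitized hosts, with only the host groups compared (51.09%). Leaving out 1 library gave 43.74 to 50.79% higher with fresh hosts, over 50% without 5, 8, 20, 31, 34 or 41, and 41.2 to 51.18% with previously parasitized hosts, over 50% without 19 of the 42 libraries in turn (4, 5, 6, 8, 9, 11, 15, 18, 20, 28, 29, 30, 31, 32, 33, 34, 36, 38 or 41). Of the values for named genes under other settings, 2590 kept direction and side of the threshold, 22 lost the call and 6 gained it. The 22 values belong to cytoplasmic actin 1, the undescribed Nasvi2EG029763 and Nasvi2EG034405, and the transcription factors kayak and AP-1, mostly with a covariate for duplicate or uniquely mapped reads or without libraries 22 and 25. The undescribed Nasvi2EG034404, Nasvi2EG029760, Nasvi2EG020904 and Nasvi2EG033881, which are not among the named genes counted, also lost the call for both host groups without libraries 22 and 25 (adjusted p = 0.171, 0.207, 0.0570 and 0.2001, edgeR). With a covariate for duplicate reads, 1 of 3 immediate early factors was called. For the gene lists 921 values stayed and 3 moved. No paired analysis was run, because the sample codes give the groups no shared replicate numbers. The library IDs pass through the groups in a repeating order, but the labels do not say whether such sets were handled together. A fit blocked by such sets was not run. In simulated data at this depth and spread, with 200 genes changed, edgeR called 78% of genes changed 2-fold with fresh hosts. It called 32% of those changed 1.5-fold, so smaller changes were mostly missed there. A gene also needs reads to be called at all: called genes had a median of 4690 reads, against 2344 for all tested genes.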

Differences from the paper's values

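The settings without library 34, without libraries 22, 25 and 34, and with ratios of mean normalized counts for Table 2 were chosen only after the values were seen. For the main effect of host treatment the paper's value is 1359 genes and the value here is 2542 at the same threshold. Of the alternatives set before the data were examined, the larger-dispersion rule (1445) differs by less than 1.5 times from the paper's value, and the others do not: median-of-ratios size factors (2446), DESeq2 (2753), limma (4174), no filter (2200), filterByExpr (2461), the robust fit (2536), foundress number left out (2571), the covariates for duplicate (2447) and uniquely mapped reads (2236), 2 surrogate variables (3412), and no libraries 22 and 25 (2184). Of the 1359 genes of Table S2, the larger-dispersion rule calls 1291.

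With fresh hosts the paper's value is 1170 genes, 844 of them upregulated, and the values here are 2918 and 1295. The larger-dispersion rule (1691 and 985) is the only alternative set in advance within 1.5 times of the paper's 1170. For the paper's 844, filterByExpr (1211), only the host groups compared (1107), the covariates for duplicate (1250) and uniquely mapped reads (1071) and no libraries 22 and 25 (1115) also are, as is the setting without libraries 22, 25 and 34 (1172), chosen after seeing the values, and the fits without library 2 (1258), 4 (1245), 11 (1247), 22 (1221), 23 (1191), 26 (1163), 35 (1217), 39 (1264) or 40 (1263) alone, while the other alternatives are not. With previously parasitized hosts the paper's values are 822 and 540, and the values here are 2369 and 980. No alternative comes within 1.5 times of the paper's 822, and the nearest is the larger-dispersion rule (1257), while for the paper's 540 only that rule does (687).

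The paper's share of reads in host treatment genes is 11.69%, or 18188035 reads, and the values here are 23.81% and 37063515. The genes listed in Table S2 (11.69% and 18188035 reads) and the larger-dispersion rule (14.24% and 22165094 reads) reach values that do not differ, and DESeq2 (25.29%) and the fit without libraries 22 and 25 (19.33%) do not. The paper counts 28 abundant genes, and 54 were counted here. The genes of Table S2 (28) and the larger-dispersion rule (36) do not differ from that, and DESeq2 (58) and the fit without libraries 22 and 25 (43) do.

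For deoxyribonuclease I (Nasvi2EG016530) the paper's log2 fold changes are 5.6913 with fresh hosts and 5.1398 with previously parasitized hosts, and those here are 5.18 and 4.60. DESeq2 (5.45 and 4.87) and the larger-dispersion rule (5.45 and 4.87) lie within the error of the paper's values, and the other edgeR settings and limma do not. Ratios of mean normalized counts, chosen after seeing the values, give 5.69 and 5.14, and drop none of the genes of Table 2.

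In its pairwise comparisons the paper reports more genes upregulated than downregulated. Here 44.38% of the genes called with fresh hosts and 41.37% of those called with previously parasitized hosts were higher. With median-of-ratios size factors these were 49.02 and 47.13%, and by the larger-dispersion rule 58.25 and 54.65%. With no filter on low counts more were also higher (51.58 and 52.69%), as with only the host groups compared for previously parasitized hosts (51.09%), and without library 34, chosen after seeing the values, 50.7 and 50.48% were. Of the genes the paper lists, all 1170 in Table S3 and all 822 in Table S4 had the paper's direction here (edgeR).

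The paper states that *gld*, under the identifier Nasvi2EG010910, is upregulated, while that identifier was lower here (-1.29 with fresh hosts, adjusted p = 4.46e-08, edgeR) and is described in the study's tables as another enzyme. The genes described as glucose dehydrogenase were all higher here. They number 11 over Tables S2 to S5 together, while the paper counts 8 without saying over which of these tables. The legend of Figure 1 states that the libraries cluster entirely by the presence of a host on the first components. Here 10 libraries lay on the wrong side of the best line on components 1 and 2 over all genes, and 0 did with the 500 most variable genes. The paper gives Table S5 as genes among its host treatment genes, while 40 of the 46 are in Table S2, and 1 of the other 6 was called here (edgeR). The column of raw totals in Table S2 does not hold the total of the gene beside it for 1226 of 1359 genes, although it holds the same set of values and the normalized totals match for all 1359. For Nasvi2EG003712 it gives 477208, the paper's value, where the deposited counts give 468521. Cytoplasmic actin 1 (Nasvi2EG014261), which the paper lists in Table 1, was not called for host treatment (adjusted p = 0.101, edgeR), and limma, 2 surrogate variables and leaving out library 10, 31 or 38 called it. Of the genes over a log2 fold change of 4, the paper gives its Table 2, all of them higher here too, while 4 undescribed genes were also over it here and lower. The number above 4 with both kinds of host was 7 here, and the paper gives fewer.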

Other observations

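The setting without libraries 22, 25 and 34 was chosen only after the result was seen. Of 25 genes of neuronal receptors and the synapse, 17 were higher with hosts, 4 lower and 4 did not pass the test for both host groups against no host (21 higher and 4 lower when adjusted over the list alone). Synaptic vesicle glycoprotein 2B (Nasvi2EG006662) averaged 21.7 ± 7.33 normalized counts with no host (SD, n = 14 libraries), 83.7 ± 24.1 with fresh hosts (n = 14) and 84.4 ± 13.3 with previously parasitized hosts (n = 14), a log2 fold change of 1.94 (standard error 0.15, adjusted p = 1.37e-13, edgeR). All 6 genes of biogenic amine synthesis were higher (6 adjusted over the list alone), among them GTP cyclohydrolase 1 (Nasvi2EG004277, log2 fold change 1.14, standard error 0.15) and histidine decarboxylase (Nasvi2EG006366, 0.90, standard error 0.16). Of 13 genes of the basement membrane and its receptors, 12 were higher and 1 did not pass the test (13 higher adjusted over the list alone), such as laminin subunit alpha-1 (Nasvi2EG011291, 1.38, standard error 0.18) and integrin beta-PS (Nasvi2EG022831, 1.30, standard error 0.11). Of 3 muscle markers 2 were higher and 1 lower, and the same adjusted over the list alone, with flightin (Nasvi2EG002146) at 1.57 (standard error 0.29). All 3 immediate early transcription factors were higher for both host groups (3 adjusted over the list alone) and with fresh hosts, while with previously parasitized hosts edgeR called 0, with 2 at an unadjusted p under 0.05, DESeq2 and the larger-dispersion rule 0 and limma 2. For host treatment 1 of them was called (edgeR). Proto-oncogene C-Fos (Nasvi2EG014478) had a log2 fold change of 0.77 for both host groups (standard error 0.21), and in that comparison 1 of the 3 was called with the percentage of duplicate or of uniquely mapped reads as a covariate, or without libraries 22, 25 and 34.

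Of 10 genes of hormone signalling, 7 were higher and 3 lower (the same adjusted over the list alone). A cytochrome P450 of ecdysone synthesis (Nasvi2EG015618) had a log2 fold change of 1.46 (standard error 0.21), cytochrome P450 18a1 (Nasvi2EG031936), which inactivates ecdysone, one of 1.79 (standard error 0.26) and the Broad-complex core protein (Nasvi2EG003745) one of -0.72 (standard error 0.11). Of 11 genes of egg and germline, 7 were higher and 4 lower (the same adjusted over the list alone), with vitellogenin at 2.04 (standard error 0.20) and aubergine at 2.18 (standard error 0.20). Of 7 genes of purine and pyrimidine synthesis, 6 were higher and 1 did not pass the test (6 higher adjusted over the list alone), against 4 higher and 1 lower with fresh hosts alone and 5 higher with previously parasitized hosts alone, with adenylosuccinate synthetase (Nasvi2EG011236) at 0.63 (standard error 0.062). Of 8 genes of innate immunity, 6 were higher and 2 lower (the same adjusted over the list alone), with a Toll protein (Nasvi2EG005329) at -1.32 (standard error 0.13) and hemolymph lipopolysaccharide-binding protein (Nasvi2EG009041) at 1.46 (standard error 0.27). Of 4 genes of chemosensation, 2 were higher, 1 lower and 1 did not pass the test (3 and 1 adjusted over the list alone), with gustatory receptor 2 (Nasvi2EG037091) at -0.95 (standard error 0.092). Of 4 genes of sperm and cilium 1 was higher and 3 lower (the same adjusted over the list alone), with axonemal dynein heavy chain 7 (Nasvi2EG012399) at -1.71 (standard error 0.30) and 6.00 ± 3.21 normalized counts with no host. Of 12 transposable elements, 7 were higher, 3 lower and 2 did not pass the test (9 and 3 adjusted over the list alone), with a Tigger element (Nasvi2EG019497) at -0.70 (standard error 0.07). The study described these genes from its calls on the same samples, so none of these counts is independent evidence.

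Random divisions of the libraries into groups of the same sizes were tested 100 at a time. For host treatment (2542 genes called, highest other 116), fresh hosts (2918, highest other 263), previously parasitized hosts (2369, highest other 215) and both host groups (3314, highest other 18), only 1 of 100 divisions, the real one, gave as many genes, so chance can be excluded. For the state of the host (0 genes, highest other 0), foundress number (0, highest other 1) and the interaction (0, highest other 1034), 100 of 100 gave as many (edgeR), which any division does beside a count of 0, so nothing follows about chance. DESeq2, limma and the larger-dispersion rule also called 0 genes for the state of the host and the interaction, and for foundress number they called 1, 905 and 0. The division with 1034 genes for the interaction may reflect a structure of the samples, which was not tested. At an unadjusted p under 0.05, 33 of 100 divisions gave as many genes as the state of the host (207, highest other 2104) and 93 of 100 as many as the interaction (144, highest other 2755). For the 905 genes that limma with voom and quality weights called for foundress number, 5 of 100 gave as many (highest other 3282, median of the others 0). That lies between the bounds set in advance, so chance cannot be excluded and the question stays undecided.

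Libraries with hosts had 14275.68 ± 597 genes with at least 1 read and libraries with no host 13787.64 ± 653 (permutation p = 0.0178, adjusted p = 0.107 over 6 measures). Uniquely mapped reads were 96.1 ± 0.418% and 94.7 ± 3.83% (permutation p = 0.0461, adjusted p = 0.138), and without libraries 22 and 25 the mean with no host was 96.1% (permutation p = 0.869). Duplicate reads (permutation p = 0.0923), counted reads (permutation p = 0.495) and the share of the 20 most abundant genes (permutation p = 0.0815) did not pass the test.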
